# Genomic and transcriptomic analyses reveal distinct biological functions for cold shock proteins (*Vpa*CspA and *Vpa*CspD) in *Vibrio parahaemolyticus* CHN25 during low-temperature survival

**DOI:** 10.1186/s12864-017-3784-5

**Published:** 2017-06-05

**Authors:** Chunhua Zhu, Boyi Sun, Taigang Liu, Huajun Zheng, Wenyi Gu, Wei He, Fengjiao Sun, Yaping Wang, Meicheng Yang, Weicheng Bei, Xu Peng, Qunxin She, Lu Xie, Lanming Chen

**Keywords:** *Vibrio parahaemolyticus*, Complete genome sequence, Cold shock protein, Gene deletion, Transcriptome, Low-temperature adaptation

## Abstract

**Background:**

*Vibrio parahaemolyticus* causes serious seafood-borne gastroenteritis and death in humans. Raw seafood is often subjected to post-harvest processing and low-temperature storage. To date, very little information is available regarding the biological functions of cold shock proteins (CSPs) in the low-temperature survival of the bacterium. In this study, we determined the complete genome sequence of *V. parahaemolyticus* CHN25 (serotype: O5:KUT). The two main CSP-encoding genes (*VpacspA* and *VpacspD*) were deleted from the bacterial genome, and comparative transcriptomic analysis between the mutant and wild-type strains was performed to dissect the possible molecular mechanisms that underlie low-temperature adaptation by *V. parahaemolyticus*.

**Results:**

The 5,443,401-bp *V. parahaemolyticus* CHN25 genome (45.2% G + C) consisted of two circular chromosomes and three plasmids with 4,724 predicted protein-encoding genes. One dual-gene and two single-gene deletion mutants were generated for *VpacspA* and *VpacspD* by homologous recombination. The growth of the Δ*VpacspA* mutant was strongly inhibited at 10 °C, whereas the *VpacspD* gene deletion strongly stimulated bacterial growth at this low temperature compared with the wild-type strain. The complementary phenotypes were observed in the reverse mutants (Δ*VpacspA*-com, and Δ*VpacspD*-com). The transcriptome data revealed that 12.4% of the expressed genes in *V. parahaemolyticus* CHN25 were significantly altered in the Δ*VpacspA* mutant when it was grown at 10 °C. These included genes that were involved in amino acid degradation, secretion systems, sulphur metabolism and glycerophospholipid metabolism along with ATP-binding cassette transporters. However, a low temperature elicited significant expression changes for 10.0% of the genes in the Δ*VpacspD* mutant, including those involved in the phosphotransferase system and in the metabolism of nitrogen and amino acids. The major metabolic pathways that were altered by the dual-gene deletion mutant (Δ*VpacspAD*) radically differed from those that were altered by single-gene mutants. Comparison of the transcriptome profiles further revealed numerous differentially expressed genes that were shared among the three mutants and regulators that were specifically, coordinately or antagonistically modulated by *Vpa*CspA and *Vpa*CspD. Our data also revealed several possible molecular coping strategies for low-temperature adaptation by the bacterium.

**Conclusions:**

This study is the first to describe the complete genome sequence of *V. parahaemolyticus* (serotype: O5:KUT). The gene deletions, complementary insertions, and comparative transcriptomics demonstrate that *Vpa*CspA is a primary CSP in the bacterium, while *Vpa*CspD functions as a growth inhibitor at 10 °C. These results have improved our understanding of the genetic basis for low-temperature survival by the most common seafood-borne pathogen worldwide.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3784-5) contains supplementary material, which is available to authorized users.

## Background

*Vibrio parahaemolyticus* naturally occurs in marine, estuarine and aquaculture environments worldwide and causes serious seafood-borne gastroenteritis and death in humans, particularly when raw, undercooked or mishandled seafood is consumed [1, 2]. *V. parahaemolyticus* was initially identified in 1950 in Osaka, Japan, where an outbreak of acute gastroenteritis that was caused by the consumption of semidried juvenile sardines sickened 272 people and killed 20 [3]. To date, over eighty *V. parahaemolyticus* serotypes have been described based on the somatic (O) and capsular (K) antigens [1]. Of these serotypes, complete genome sequences have been published for three *V. parahaemolyticus* strains—RIMD2210633 (serotype: O3:K6) [4], BB22OP (serotype: O4:K8) [5] and UCM-V493 (serotype: O2:K28) strains [6]. Additionally, two complete and multiple draft genome sequences for the *V. parahaemolyticus* strains are available in the GenBank database (http://www.ncbi.nlm.nih.gov/genome/) and online (http://www.genomesonline.org) [7–9].

*V. parahaemolyticus* is a gram-negative bacterium that is frequently isolated from raw seafood [2]. Seafood is often subjected to post-harvest processing and low-temperature storage, during which the bacterium is challenged to survive under detrimental cold conditions. Previous studies have indicated that the temperature decrease elicits complex cold shock responses in food-related bacteria (e.g., lactic acid bacteria, food spoilage bacteria and food-borne pathogens), such as the regulation of uptake or synthesis of compatible solutes, DNA supercoiling modifications, membrane fluidity maintenance, and cold shock protein (CSP) production (for a review, see [10]).

CSPs comprise a group of low-molecular-weight proteins of approximately 7 kDa. CSP families that contain between two and nine members have been identified in food-related bacteria and several food-borne pathogens, including *Escherichia coli*, *Listeria monocytogenes*, *Staphylococcus aureus*, *Salmonella typhimurium* and *Pseudomonas fragi* [11]. In *E. coli*, the CSP family contains nine members (A-I), of which CspA is a well characterised RNA chaperone that reduces low temperature-associated increases in RNA secondary folding [10]. Although CSPs share a high degree of sequence similarity (>45%) with two conserved RNA-binding motifs, it is surprising that not all CSP members are cold-inducible, which implies that they may function in different cellular processes [11]. CspD in *E. coli* reportedly plays a negative regulatory role in chromosomal replication in nutrient-depleted cells [12]. Recent studies have indicated that the MqsR/MqsA toxin/antitoxin pair directly regulates CspD, which may be involved in toxicity and biofilm formation in *E. coli* [13].

Despite its significance in human health and in the aquaculture industry, the molecular mechanisms that underlie the low-temperature survival of *V. parahaemolyticus* remain largely unknown. Previous studies have revealed three *E. coli* CSP homologues in *V. parahaemolyticus*, including CspA, CspD and the cold shock DNA-binding domain-containing protein [14]. The *cspA* gene was up-regulated at the transcriptional level by over 30-fold after *V. parahaemolyticus* was treated for 60 min at 10 °C, a temperature below which bacterial growth was arrested [14]. However, the genes that encoded the other two homologues were undetectable by DNA microarray and real-time reverse transcription PCR (qRT-PCR) [14], which suggested that CspA could be a major CSP in *V. parahaemolyticus* during low-temperature growth. This study is the first to sequence, assemble and annotate the complete genome of *V. parahaemolyticus* CHN25 (serotype: O5:KUT), which has recently been isolated and characterised [15–17]. We constructed one dual-gene and two single-gene deletion mutants of the two main *V. parahemolyticus* CHN25 CSPs (designated as *Vpa*CspA and *Vpa*CspD) and determined the global-level gene expression profiles of the mutant and wild-type strains by Illumina RNA-Sequencing. These data will refine our grasp of the molecular mechanisms that underlie the low-temperature adaptation of the most common seafood-borne pathogen worldwide.

## Results and discussion

### Genomic features of *V. parahaemolyticus* CHN25

The complete genome sequence of *V. parahaemolyticus* CHN25 was determined by 454-pyrosequencing (see Methods). It consisted of two circular chromosomes that contained 3,416,467 bp and 1,843,316 bp (see Additional file 1: Figure S1). The genome also contained three plasmids (92,495 bp, 83,481 bp and 7,642 bp), all of which were absent from the other known *V. parahaemolyticus* genomes (see Additional file 2: Figure S2). The complete *V. parahaemolyticus* CHN25 genome contained 5,443,401bp with a 45.2% G + C content; 4,724 protein-encoding genes were predicted, of which approximately 34.8% encoded hypothetical proteins with unknown functions in public databases. Additionally, 9 rRNA operons and 55 ribosomal protein-encoding genes, 107 tRNA genes, and 30 pseudogenes were identified and annotated.

In marked contrast to the other known *V. parahaemolyticus* genomes, an integrative and conjugative element (ICE*Vpa*Chn1) was identified in the CHN25 genome. The 89.9-kb element (VpaChn25_2302 to Chn25_2378) contained sulfamethoxazole and streptomycin resistance genes. Mating assays demonstrated the active self-transmissibility of the antibiotic resistance from *V. parahaemolyticus* CHN25 to *E. coli* MG1655 [15]. Five prophage gene clusters that ranged from 6.5 to 36.6 kb were identified in the CHN25 genome, and they displayed high degrees of sequence identity with *Vibrio* phage martha 12B12 (GenBank accession no. HQ316581), *Vibrio* phage VPUSM 8 (GenBank accession no. KF361475), *Vibrio* phage henriette 12B8 (GenBank accession no. HQ316582), and *Vibrio* phage N4 [18]. Additionally, five insertion sequences (ISs) were detected in the genome, including ISShfr9 (Tn3), ISVal1, ISVpa3 (IS5) and ISVsa3 (IS91); the latter existed as two copies in the genome, which suggested that it was probably active. We concluded that the *V. parahaemolyticus* CHN25 genome has undergone major rearrangements due to its mobile genetic elements.

Consistent with the other *V. parahaemolyticus* genomes, most of the genes that encoded enzymes for the predicted central metabolic pathways were present in the CHN25 strain, including those required for glycolysis, oxidative phosphorylation and tricarboxylic acid cycle (TCA). Additionally, the CHN25 genome also contained genes for three restriction and modification (R-M) systems (types I, II and IV) and four DNA repair systems (base excision repair, nucleotide excision repair, mismatch repair and homologous recombination), most of which were present in several other *V. parahaemolyticus* strains. The high frequency of the horizontal gene transfer in the CHN25 strain (i.e., ICE*Vpa*Chn1) may have led the bacteria to hijack the R-M and DNA repair mechanisms to generate genetic diversity without losing genomic stability [19].

### Construction of the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants *of V. parahaemolyticus* CHN25

To investigate the low-temperature adaptation that was mediated by the predicted CSPs in *V. parahaemolyticus* CHN25, we constructed a deletion mutant of the *VpacspA* gene. The upstream and downstream sequences (approximately 0.5 kb) that flanked the *VpacspA* gene were obtained by PCR and cloned into a suicide vector, pDS132, to yield the recombinant vector, pDS132 + Δ*VpacspA*. The inserted 1,041-bp sequence was confirmed by DNA sequencing (data not shown). The recombinant vector was transformed into *E. coli* β2155, and the chloramphenicol-resistant transformant was obtained and conjugated with *V. parahaemolyticus* CHN25. Positive exconjugants were obtained using the two-step allelic exchange method (see the Methods section) and validated by PCR. DNA sequencing of the PCR product further confirmed the in-frame deletion of the 213-bp sequence of the *VpacspA* gene from the *V. parahaemolyticus* CHN25 genome (data not shown).

Similarly, the *VpacspD* gene that encoded a cold shock-like protein was deleted from the bacterial genome using the aforementioned method. The Δ*VpacspD* mutant with a 219-bp in-frame deletion was confirmed by DNA sequencing (data not shown). Furthermore, the *VpacspD* gene was also successfully deleted from the Δ*VpacspA* mutant, yielding a dual-gene deletion mutant of Δ*VpacspAD* (data not shown). 

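The *VpacspA* gene (VpaChn25A_0413) lay on chromosome 2 of the CHN25 genome from 446792 to 447004 on the minus strand, was 213 bp long and was annotated as cold shock transcriptional regulator CspA. In the library of the wild type grown at 10 °C, 5101 reads were counted on it, a RPKM of 1669 (95% Clopper-Pearson interval 1623 to 1715). No read was counted on it in Δ*VpacspA* or in Δ*VpacspAD*, where 3 reads would have given a RPKM of 1.13 and 0.938, respectively. The Δ*VpacspD* library had 4035 reads on *VpacspA*, a RPKM of 1156 (1121 to 1192). The *VpacspD* gene (VpaChn25_1036) lay on chromosome 1 from 1175976 to 1176194 on the minus strand, was 219 bp long and was annotated as cold shock-like protein CspD. It had 1122 reads in the wild type, a RPKM of 357 (336 to 379), and 4280 reads in Δ*VpacspA*, a RPKM of 1565. No read was counted on *VpacspD* in Δ*VpacspD*, where 3 reads would have given a RPKM of 0.836, and 1 read was counted in Δ*VpacspAD*, a RPKM of 0.304 (0.00770 to 1.69). Intervals and floors cover counting error only, and each strain had 1 library, so none of the differences between strains has a replicate check.

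**Figure D1:**
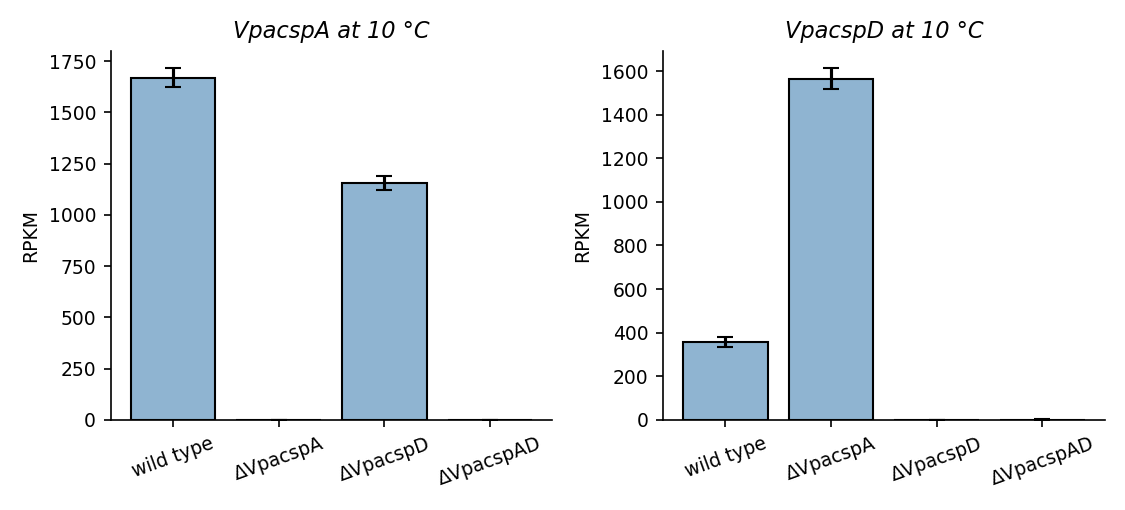
RPKM of *VpacspA* (left) and *VpacspD* (right) in the library of each strain at 10 °C. Bars give the value of the single library and error bars its 95% Clopper-Pearson interval. *VpacspA* stood at 1669 in the wild type and 1156 in Δ*VpacspD*, and *VpacspD* at 357 in the wild type and 1565 in Δ*VpacspA*; the deleted genes were at or near 0.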

The genome-level transcriptome data provided direct evidence of the successful construction of the three mutants, in which expression of the corresponding *VpacspA* or *VpacspD* genes was undetectable (see below).

### Survival of the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants at 10 °C

To gain insights into the possible effects of the CSP-associated gene deletions on *V. parahaemolyticus* CHN25 low-temperature survival, we determined growth curves for the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants, which were grown in LB broth (3% NaCl, pH 8.5) at 37 °C or 10 °C. As shown in Fig. 1 (A), no apparent differences in growth were observed between the mutant and wild-type strains at 37 °C, which was an optimal growth temperature. However, the Δ*VpacspA* mutant showed a longer lag phase (>30 h) and grew more slowly compared with the wild-type strain at 10 °C (Fig. 1b), demonstrating that *Vpa*CspA was a crucial CSP in *V. parahaemolyticus* CHN25 low-temperature survival. Although *Vpa*CspD was identified as one of the three homologues of the *E. coli* CSPs [14], the *VpacspD* gene deletion unexpectedly stimulated mutant growth at 10 °C in our study, which was notably faster than the wild-type strain (Fig. 1b), indicating that *Vpa*CspD likely functioned as a low-temperature bacterial growth inhibitor. A BLAST analysis revealed that the *Vpa*CspD sequence shared a 70% amino acid identity with CspD in *E. coli* (*Ec*CspD) (Fig. 2), which has been proposed to function as a novel inhibitor of DNA replication in nutrient-depleted cells [12]. Unlike *Ec*CspD, its null mutant grew well over a 15 to 42 °C temperature range with no detectable morphological changes. Our data indicated that *VpacspD* also functioned as a low-temperature induced-CSP (see below). Because only three CSP-associated genes were identified in *V. parahaemolyticus* and because *Vpa*CspD only displayed a 48% amino acid sequence identity with *Vpa*CspA (Fig. 2), *Vpa*CspD may have evolved to gain different biological functions. Interestingly, the Δ*VpacspAD* mutant also grew poorly at low temperature compared to the wild-type strain (Fig. 1b), indicating that the phenotype of the *VpacspA* gene deletion dominated that of the *VpacspD* gene (see below).

**Fig. 1:**
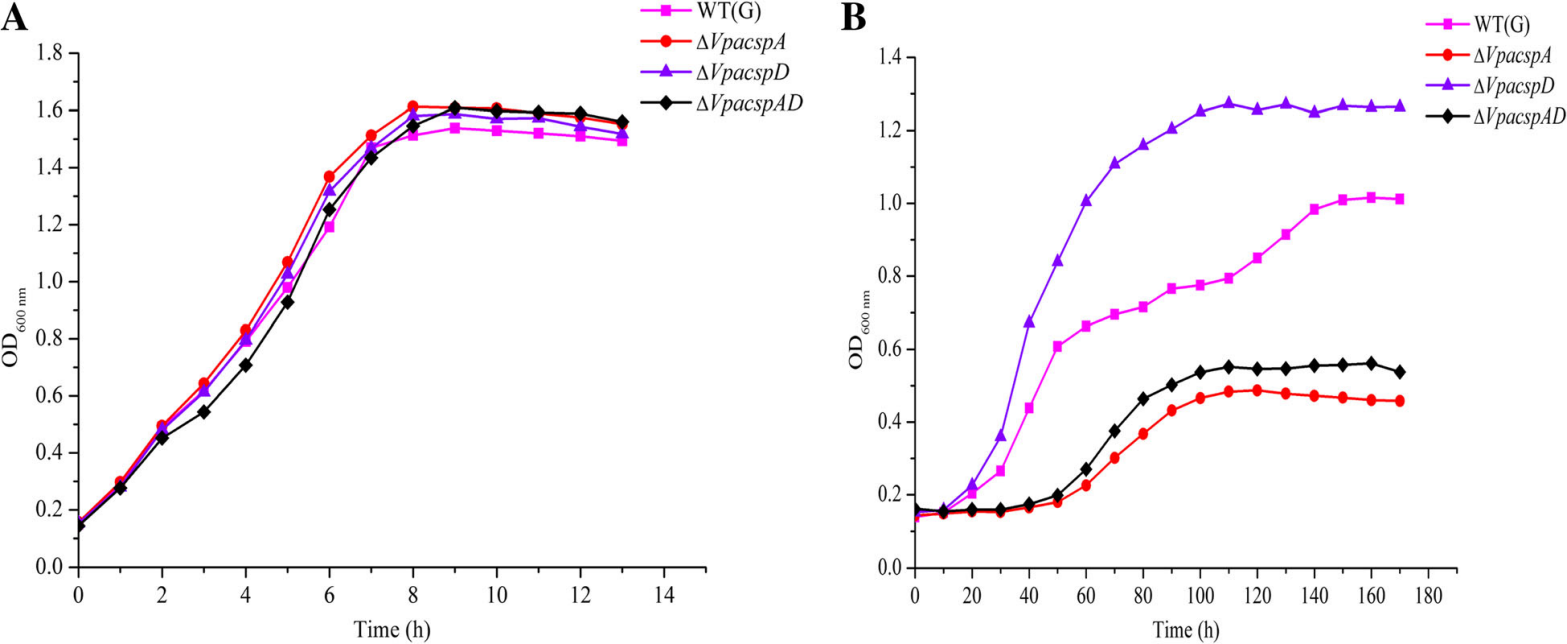
Growth of *V. parahaemolyticus* CHN25 and the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants in LB broth (3% NaCl, pH 8.5) at 37 °C (**a**) and 10 °C (**b**)

**Fig. 2:**
A multi-sequence alignment of the CSPs from *V. parahaemolyticus* CHN25 and *E. coli*. The numbers above the alignments indicate the relative positions of the entirely aligned sequences. Identical and conserved (>50% of the sequences) amino acid residues are highlighted in *black* and *grey*, respectively; the consensus sequence is shown below the alignment. The RNA-binding motifs (RNP-1 and RNP-2) are boxed. The EcCspA and EcCspD sequences were derived from *E. coli* JM83 (Yamanaka et al. [12]), while the *Vpa*CspA (VpaChn25A_0413) and *Vpa*CspD (VpaChn25_1036) sequences were obtained from *V. parahaemolyticus* CHN25 in this study

### Construction of the reverse mutants *ΔVpacspA*-com and *ΔVpacspD*-com and complementary phenotypes at 10 °C

The *cspA* gene was amplified from the genomic DNA of *V. parahaemolyticus* CHN25 by PCR, and cloned into the expression vector pMMB207, which yielded the recombinant vector pMMB207-*VpacspA*. The inserted 213-bp sequence was confirmed by DNA sequencing (data not shown). This recombinant vector was then electrotransformed into the *ΔVpacspA* mutant competent cells, and generated the reverse mutant *ΔVpacspA*-com (see the Methods section). Similarly, the recombinant vector pMMB207-*VpacspD* carrying the 240-bp *cspD* gene was also constructed, and electrotransformed into the *ΔVpacspD* mutant, yielding the reverse mutant *ΔVpacspD*-com*.* The growth curves for the reverse mutants *ΔVpacspA*-com and *ΔVpacspD*-com were also determined, which were incubated in LB broth (3% NaCl, 5 μg/mL chloramphenicol, pH 8.5) at 37 °C or 10 °C (Fig. 3). Consistent with the results in Fig. 1a, no obvious difference in growth at 37 °C was observed among the wild type, the mutants *ΔVpacspA* and *ΔVpacspD*, and the reverse mutants *ΔVpacspA*-com and *ΔVpacspD*-com (Fig. 3a). However, at 10 °C, the reverse mutants displayed similar growth phenotype as the wild type (Fig. 3b), demonstrating that the distinct phenotypes of the mutants *ΔVpacspA* and *ΔVpacspD* were indeed resulted from the *VpacspA* and *VpacspD* gene deletions in *V. parahaemolyticus* CHN25.

**Fig. 3:**
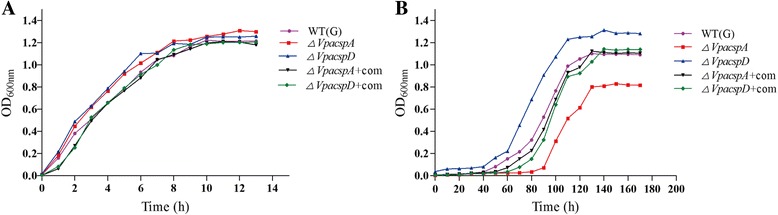
Growth of *V. parahaemolyticus* CHN25, the mutants (Δ*VpacspA*, Δ*VpacspD*), and the reverse mutants (Δ*VpacspA*-com, Δ*VpacspD*-com) at 37 °C (**a**) and 10 °C (**b**). The wild type and the mutants were incubated in LB broth (3% NaCl, pH 8.5), and the reverse mutants in the LB supplemented with 5 μg/mL chloramphenicol

### Transcriptome profiles for the Δ*VpacspA,* Δ*VpacspD* and Δ*VpacspAD* mutants at 10 °C

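RNA of the wild type and of the 3 deletion mutants, all grown to the logarithmic phase at 10 °C, was sequenced after removal of ribosomal RNA, as paired reads of 100 bp. According to the methods, 3 RNA preparations were made per experiment, while 1 library per strain was analysed here. The authors removed adapters, identical reads, low-quality reads and ribosomal sequences with the FASTX-Toolkit 0.0.13 and aligned the rest to the CHN25 genome with Bowtie2 2.0.5. For each of 4724 genes they deposited the read count and the RPKM. The counts summed to 14349608 reads in the wild type, 12487317 in Δ*VpacspA*, 16384589 in Δ*VpacspD* and 15021504 in Δ*VpacspAD*, and 111, 113, 113 and 131 genes, respectively, had no read. Recomputed from the counts, the gene lengths and these totals, the RPKM differed from the deposited values by at most 4.92e-06. The RPKM divides by the total of the library, so the ratio of a gene also depends on the genes that take most of the reads. The 100 genes with the most reads took 26.2% of the reads in the wild type, 30.4% in Δ*VpacspA*, 28.7% in Δ*VpacspD* and 23.7% in Δ*VpacspAD*. Over the 4590 genes with reads in all 4 libraries, the median ratio of RPKM to the wild type was 0.927 in Δ*VpacspA*, 0.857 in Δ*VpacspD* and 1.21 in Δ*VpacspAD*. From there, the fold change was taken as the ratio of RPKM between mutant and wild type for genes with reads in both libraries, and a gene was counted as differentially expressed at a ratio of at least 2 or at most 0.5 with a two-sided p-value under 0.05. The p-value came from Fisher's exact test on the reads of the 2 libraries, unadjusted, and the interval of each ratio is a 95% Clopper-Pearson interval from the same reads. Such a test compares 2 libraries, not 2 strains. Groups of genes were described by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean expression. These percentiles are descriptions and not p-values. Most groups were runs chosen because they hold genes that the paper named for changes in these same libraries. For the mutant in which the genes were named, an extreme percentile was therefore largely fixed in advance and adds no support.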

To further investigate the *Vpa*CspA- and *Vpa*CspD-mediated low-temperature survival of *V. parahaemolyticus* CHN25, we determined global-level gene expression profiles for the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants that were grown at 10 °C, where distinct growth phenotypes were evident. Based on the complete genome sequence of *V. parahaemolyticus* CHN25, this analysis revealed numerous differentially expressed genes (DEGs) in the mutants, indicating that *Vpa*CspA and *Vpa*CspD likely functioned as master or global regulators in low-temperature bacterial growth. 

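Across the genes, the Spearman correlation of RPKM with the wild-type library was 0.925 for Δ*VpacspA*, 0.942 for Δ*VpacspD* and 0.931 for Δ*VpacspAD*. A ratio of at least 2 or at most 0.5 to the wild type was found for 629 genes in Δ*VpacspA*, 581 in Δ*VpacspD* and 677 in Δ*VpacspAD*. Between the mutant libraries, 561 genes passed the same criterion from Δ*VpacspA* to Δ*VpacspD* (Spearman 0.945), 1396 from Δ*VpacspA* to Δ*VpacspAD* (0.867) and 1424 from Δ*VpacspD* to Δ*VpacspAD* (0.891), so the libraries of the single-gene mutants lay nearer to each other than either did to that of the dual-gene mutant. These correlations are across genes, which are not independent replicates. With the p-value added, 1436 genes changed in at least one mutant and 67 in all 3. From the number of differentially expressed genes, the paper proposes that *Vpa*CspA and *Vpa*CspD acted as master or global regulators of growth at low temperature.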

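Of 4613 genes with reads in at least 1 library, 625 were differentially expressed in the Δ*VpacspA* library, or 13.5%. A further 4 genes passed the fold change but not the p-value, and 2 genes with reads in the wild type, *VpacspA* among them, had none in Δ*VpacspA*. The criterion of the fold change moved these counts most: at a fold change of at least 3 or at most its reciprocal, 4.25% of the expressed genes changed. In simulated libraries of the same depth, the same rule recovered 99% of 200 genes changed by a factor of 4 and called 2 unchanged genes when only counting noise was present. It called 122 unchanged genes when variation of 20% was added to each library and 1068 when the variation was 40%, and the size of this variation cannot be measured with 1 library per strain.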

Five hundred seventy-two genes were significantly altered in the Δ*VpacspA* mutant compared with the wild-type strain; these genes represented approximately 12.4% of the expressed genes in *V. parahaemolyticus* CHN25. Of these, 263 genes showed higher transcriptional levels (fold change ≥ 2.0), while 309 genes were down-regulated (fold change ≤ 0.5). 

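In the Δ*VpacspA* library, 281 genes had a higher and 344 a lower level than in the wild type. Which direction held more genes depended on the scaling, with 373 higher and 248 lower after upper-quartile scaling, and median-ratio scaling also left fewer lower genes, 270, than higher ones. Chromosome 1 held 106 of the higher and 258 of the lower genes, while chromosome 2 held 175 of the higher and 77 of the lower ones. The median log2 ratio of chromosome 2 lay 0.40 above that of chromosome 1. The remaining 9 lower genes lay on plasmid B. The largest ratios belonged to hypothetical proteins: 15.6 for VpaChn25_1128 (95% interval 11.8 to 20.9, from 54 reads in the wild type), 13.4 for VpaChn25A_0188 and 11.5 for VpaChn25A_0664. The smallest ratios were 0.0663 for VpaChn25A_1398, an L-threonine 3-dehydrogenase, 0.0695 for its neighbour VpaChn25A_1399, a 2-amino-3-ketobutyrate CoA ligase, and 0.0944 for VpaChn25_1011, which rested on 73 reads in the wild type and 6 in Δ*VpacspA*. Runs of at least 5 consecutive genes that all changed in the same direction numbered 7 higher and 11 lower. The longest had 23 genes, VpaChn25A_0951 to VpaChn25A_0973, all of them higher.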

The altered genes in the Δ*VpacspA* mutant were grouped into eighty-three gene functional catalogues that were identified in the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database (data not shown). The *VpacspD* gene deletion elicited 10% of the differentially expressed genes in the bacterium, including 242 up-regulated and 219 down-regulated genes that were grouped into seventy-six gene functional catalogues (data not shown). 

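In the Δ*VpacspD* library, 246 genes were higher and 328 lower than in the wild type, together 574 genes or 12.4% of the 4613 expressed genes. A further 7 genes passed the fold change but not the p-value. The number of lower genes depended on how the libraries were scaled: after division of the ratios by their median of 0.857, the higher genes outnumbered the lower ones, of which 164 remained. The largest ratio was 16.0 (95% interval 15.0 to 17.2) for VpaChn25_1716, annotated as the periplasmic subunit of a glycine betaine transporter, followed by 12.8 for VpaChn25A_0303, a fructose-specific PTS subunit, and 12.6 for VpaChn25A_0188. The smallest ratios were 0.0302 for VpaChn25_2251 (*glpD*), 0.0457 for VpaChn25_2248 (*glpF*) and 0.0468 for VpaChn25A_1398. There were 8 runs of at least 5 higher genes and 7 of at least 5 lower genes, and the longest, VpaChn25A_0952 to VpaChn25A_0968, held 17 higher genes.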

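In the Δ*VpacspAD* library, 393 genes were higher and 278 lower than in the wild type, together 671 genes or 14.5% of the 4613 expressed genes. A further 6 genes passed the fold change but not the p-value, and 20 genes with reads in the wild type had none in Δ*VpacspAD*. Of these, 19 lay in a segment of plasmid B, VpaChn25_PB28 to VpaChn25_PB48, on which 6 reads were counted in Δ*VpacspAD* against 81172 in the wild type. Over the 4590 genes with reads in all 4 libraries, the ratios in Δ*VpacspAD* had a median of 1.21, and after division by it the balance turned, with 156 genes higher and 442 lower. The largest ratios were 8.77 for VpaChn25A_1312 and 8.07 for VpaChn25A_0303, both fructose-specific PTS subunits, and 6.49 for VpaChn25A_0664. The smallest were 0.000550 for VpaChn25_PB37 and 0.00241 for VpaChn25_PB45 of that segment of plasmid B, and 0.000851 for the deleted VpaChn25_1036 (*VpacspD*). The other 39 genes of plasmid B had ratios of 1.30 to 4.04. Runs of at least 5 consecutive genes numbered 7 higher and 2 lower.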

Additionally, the expression of 352 and 289 genes was up- and down-regulated, respectively, in the dual-gene deletion mutant (Δ*VpacspAD*), which accounted for 13.9% of the expressed genes; they were grouped into seventy-four gene functional catalogues (data not shown). A complete list of the DEGs for the three mutants is available in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE65998. To validate the transcriptome data, we examined ten representative genes for each of the three mutants by qRT-PCR. The resulting data were correlated with data from the Illumina RNA-Sequencing analysis, and there was no statistically significant difference between the two datasets (*P* = 0.982) (Table 1).

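For the 30 pairs of gene and mutant in Table 1, the ratio of RPKM ranged from 0.0337 to 16.0, and its direction was that of the paper's qRT-PCR value in all 30 pairs. The 2 values lay within a factor of 2 of each other in 22 pairs. On the log2 scale, Pearson's r was 0.980 and Spearman's rho 0.953 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, adjusted p = 3e-05 after Benjamini-Hochberg adjustment over 6 coefficients). The alternative that moved r most was the linear scale, with an r of 0.825. Since the genes were taken from those that rose or fell, the points form separate clusters. Within the 15 pairs that rose, r was 0.751 (permutation p = 0.00176, adjusted p = 0.00176) and rho 0.782 (permutation p = 0.000920, adjusted p = 0.00110). Within the 15 pairs that fell, r was 0.912 (permutation p = 2e-05, adjusted p = 4e-05) and rho 0.839 (permutation p = 0.000290, adjusted p = 0.000435). Several genes enter more than once and genes are not independent replicates, so these values describe the agreement across genes only. The median log2 of qRT-PCR over RNA-seq was -0.62 in Δ*VpacspA*, -0.31 in Δ*VpacspD* and 0.64 in Δ*VpacspAD*, and in Δ*VpacspAD* it was positive for every gene, from 0.13 to 1.70.

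**Figure D2:**
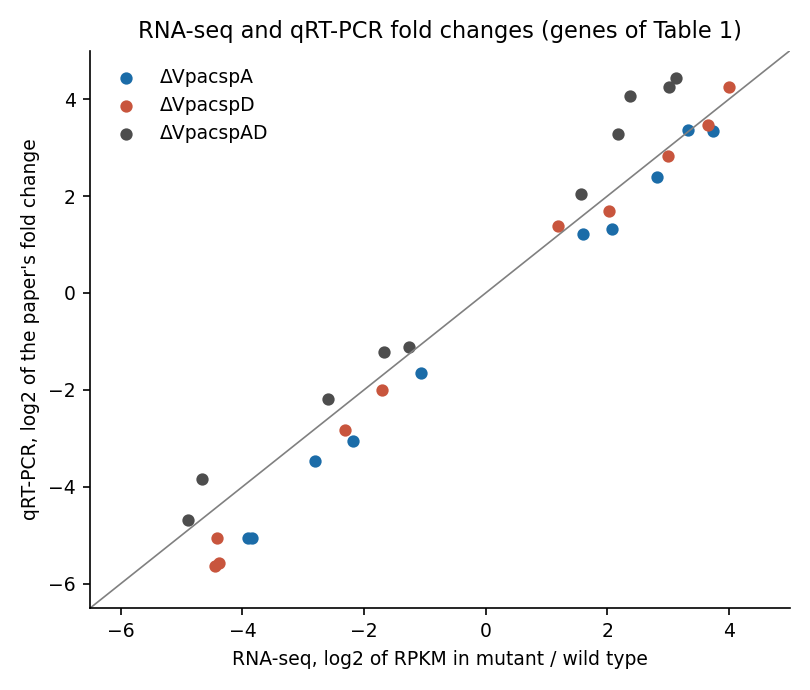
Log2 fold change by qRT-PCR (the paper's values in Table 1) against log2 of the ratio of RPKM to the wild type, for the 10 genes of each mutant. Each point is a gene in the mutant given by its colour, and the line marks equal values. All 30 points lie in the lower left or upper right quadrant, and the points of Δ*VpacspAD* lie above the line.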

### The major low-temperature survival-associated metabolic pathways that were altered in the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants

#### Major altered metabolic pathways in the Δ*VpacspA* mutant

Based on the gene set enrichment analysis (GSEA) of the transcriptome data against the KEGG database, the following seven significantly altered metabolic pathways were identified in the Δ*VpacspA* mutant at 10 °C: valine, leucine and isoleucine degradation; the propanoate, ascorbate and aldarate, sulphur, and glycerophospholipid metabolic pathways; ATP-binding cassette (ABC) transporters; and bacterial secretion systems (Table 2). 

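The enrichment analysis against KEGG was not repeated here, and the genes that Table 2 lists for each pathway were used instead. All of these genes had passed the criteria in the paper, so their counts describe how the lists divide. In the Δ*VpacspA* library, 11 listed genes of valine, leucine and isoleucine degradation and 5 of propanoate metabolism were higher than in the wild type and none was lower. Of 33 listed ABC transporter genes, 9 were higher and 24 lower, and of 11 listed secretion genes, 5 were higher and 6 lower. Ascorbate and aldarate metabolism had 3 lower genes, sulphur metabolism 3 higher and 4 lower, and glycerophospholipid metabolism 1 higher and 5 lower. In the Δ*VpacspAD* library, which carries the same *VpacspA* deletion, 5 of the 11 genes of valine, leucine and isoleucine degradation and none of the 5 of propanoate metabolism were higher.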

Of these, the DEGs that were linked to valine, leucine and isoleucine degradation as well as propanoate metabolism were up-regulated (2.1029- to 8.5787-fold), which may have resulted in increases in acetyl-CoA and propanoyl-CoA and subsequent entry into the TCA and pyruvate metabolic cycles, respectively, by the Δ*VpacspA* mutant.

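The 11 listed genes of valine, leucine and isoleucine degradation had ratios of 2.10 to 7.37 in Δ*VpacspA*, with a median of 2.75, and the 5 of propanoate metabolism had ratios of 3.96 to 8.58, with a median of 6.35. Many of them lay in runs. On chromosome 2, all 12 genes from VpaChn25A_0554 to VpaChn25A_0565 were higher in Δ*VpacspA*, with a median ratio of 3.16, above all 10000 random lists. The same genes had a median ratio of 2.04 in Δ*VpacspD* and 2.31 in Δ*VpacspAD*. On chromosome 1, all 6 genes from VpaChn25_1635 to VpaChn25_1640 were higher in Δ*VpacspA*, from 4.24 to 8.58, and in Δ*VpacspD*, from 2.29 to 4.66. In Δ*VpacspAD*, none of the 6 passed the criterion, with ratios of 1.08 to 1.36. The wild-type counts behind these lists lay between 186 and 1412 reads per gene. With random runs of consecutive genes in place of random lists, VpaChn25A_0554 to VpaChn25A_0565 stood at percentile 97.9 in Δ*VpacspA*. In the same comparison VpaChn25_1635 to VpaChn25_1640 moved most, in Δ*VpacspAD*, from percentile 37.5 to 68.9.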

**Table 1:** The qRT-PCR-validated DEGs in the transcriptome data

Locus / gene in *V. parahemolyticus* CHN25	Description of encoded protein	Fold change	
		RNA-Seq	RT-PCR
Δ*VpacspA* mutant			
VpaChn25A_0188	Hypothetical protein	13.41	10.21
VpaChn25_1642	Tricarboxylic transport TctC	10.04	10.35
VpaChn25_1640	GntR family transcriptional regulator	4.24	2.49
VpaChn25A_0561	Aldehyde dehydrogenase	7.05	5.24
VpaChn25_0068	Hyperosmotically inducible periplasmic protein	3.03	2.33
VpaChn25A_1398	L-threonine 3-dehydrogenase	0.07	0.03
VpaChn25A_1399	2-amino-3-ketobutyrate CoA ligase	0.07	0.03
VpaChn25_2988	Amino acid ABC transporter substrate-binding protein	0.14	0.09
VpaChn25A_0149	Transcriptional regulator CpxR	0.22	0.12
VpaChn25A_0568	Transcriptional regulator BetI	0.48	0.32
Δ*VpacspD* mutant			
VpaChn25_1716	Glycine betaine transporter periplasmic subunit	16.04	19.13
VpaChn25A_0188	Hypothetical protein	12.6	11.11
VpaChn25_1642	Tricarboxylic transport TctC	7.95	7.13
VpaChn25A_0561	Aldehyde dehydrogenase	4.08	3.23
VpaChn25_1640	GntR family transcriptional regulator	2.29	2.62
VpaChn25_2248	Glycerol uptake facilitator protein GlpF	0.04	0.02
VpaChn25A_1398	L-threonine 3-dehydrogenase	0.05	0.03
VpaChn25A_1399	2-amino-3-ketobutyrate CoA ligase	0.048	0.021
VpaChn25_2988	Amino acid ABC transporter substrate-binding protein	0.2	0.14
VpaChn25A_0149	Transcriptional regulator CpxR	0.3	0.25
Δ*VpacspAD* mutant			
VpaChn25A_1312	PTS system fructose-specific transporter subunit IIABC	8.77	21.54
VpaChn25A_0303	PTS system fructose-specific transporter subunit IIA	8.07	19.04
VpaChn25A_1313	Mannose-6-phosphate isomerase	5.17	16.82
VpaChn25_0669	Trehalose-6-phosphate hydrolase	4.51	9.77
VpaChn25A_0561	Aldehyde dehydrogenase	2.97	4.1
VpaChn25_2248	Glycerol uptake facilitator protein GlpF	0.033	0.039
VpaChn25_2249	Glycerol kinase	0.04	0.07
VpaChn25_0112	Phosphoenolpyruvate carboxykinase	0.17	0.22
VpaChn25_2988	Amino acid ABC transporter substrate-binding protein	0.31	0.43
VpaChn25A_0149	Transcriptional regulator CpxR	0.42	0.46

**Table 2:** Major altered metabolic pathways in the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants of *V. parahaemolyticus* CHN25 grown at the low temperature

Changed metabolic pathway	Locus / Gene^*^	Fold change	Description of encoded protein
Δ*VpacspA* mutant			
Valine, leucine and isoleucine degradation	VpaChn25A_0480	2.4983	Acetyl-CoA acetyltransferase
	VpaChn25A_0554	3.0843	Hydroxymethylglutaryl-CoA lyase
	VpaChn25A_0555	3.2361	Acyl-CoA carboxylase alpha chain
	VpaChn25A_0556	2.4095	Enoyl-CoA hydratase/isomerase
	VpaChn25A_0557	2.662	Acyl-CoA carboxyltransferase beta chain
	VpaChn25A_0558	2.216	Acyl-CoA dehydrogenase
	VpaChn25A_0560	2.8734	Acyl-CoA thiolase
	VpaChn25A_0561	7.0543	Aldehyde dehydrogenase
	VpaChn25A_0565	7.3736	3-hydroxyisobutyrate dehydrogenase
	VpaChn25A_1033	2.7479	Methylmalonate-semialdehyde dehydrogenase
	VpaChn25A_1036	2.1029	Acyl-CoA dehydrogenase
Propanoate metabolism	VpaChn25_1376	6.0834	4-aminobutyrate aminotransferase
	VpaChn25_1635	6.3526	PrpE protein
	VpaChn25_1638	8.5787	Methylcitrate synthase
	VpaChn25_1639	6.7065	2-methylisocitrate lyase
	VpaChn25_2798	3.959	Acetyl-CoA synthetase
ABC transporters	VpaChn25A_0128	0.4376	ABC transporter substrate-binding protein
	VpaChn25A_0130	0.428	ABC transporter ATP-binding protein
	VpaChn25A_0533	3.1521	High-affinity branched-chain amino acid transport ATP-binding protein
	VpaChn25A_0535	3.9903	ABC transporter membrane spanning protein
	VpaChn25A_0536	5.0642	High-affinity branched-chain amino acid transport permease
	VpaChn25A_0537	6.8795	Hypothetical protein
	VpaChn25A_0538	4.7093	High-affinity branched-chain amino acid transport ATP-binding protein
	VpaChn25A_0571	0.3015	Glycine betaine-binding ABC transporter
	VpaChn25A_0572	0.3358	Permease
	VpaChn25A_0573	0.3801	ABC transporter ATP-binding protein
	VpaChn25A_0595	0.4067	Ribose ABC transporter permease
	VpaChn25A_0604	0.406	Iron (III) ABC transporter periplasmic iron-compound-binding protein
	VpaChn25A_1325	0.2076	Iron (III) ABC transporter ATP-binding protein
	VpaChn25A_1326	0.2262	Iron (III) ABC transporter periplasmic iron-compound-binding protein
	VpaChn25A_1327	0.3019	Iron-hydroxamate transporter permease subunit
	VpaChn25A_1333	2.1634	Transport protein
	VpaChn25A_1544	0.2026	Iron-dicitrate transporter substrate-binding subunit
	VpaChn25_0306	0.4761	Thiamine transporter membrane protein
	VpaChn25_0363	2.1743	ABC transporter substrate binding protein
	VpaChn25_0846	0.4129	Zinc ABC transporter permease
	VpaChn25_0848	0.4556	Zinc ABC transporter periplasmic zinc-binding protein
	VpaChn25_1344	0.2076	Oligopeptide ABC transporter ATP-binding protein
	VpaChn25_1345	0.2716	Oligopeptide ABC transporter ATP-binding protein
	VpaChn25_1346	0.2355	Oligopeptide ABC transporter permease
	VpaChn25_1347	0.3245	Oligopeptide ABC transporter permease
	VpaChn25_1348	0.3723	Oligopeptide ABC transporter periplasmic oligopeptide-binding protein
	VpaChn25_1613	2.4584	Amino acid ABC transporter substrate-binding protein
	VpaChn25_1714	0.4917	Glycine/betaine/proline ABC transporter
	VpaChn25_1913	2.222	Hypothetical protein
	VpaChn25_2428	0.4529	Iron (III) ABC transporter permease
	VpaChn25_2429	0.3234	Iron (III) ABC transporter periplasmic iron-compound-binding protein
	VpaChn25_2987	0.2357	Amino acid ABC transporter permease
	VpaChn25_2988	0.1424	Amino acid ABC transporter substrate-binding protein
Bacterial secretion systems	VpaChn25A_0952	4.5459	Hypothetical protein
	VpaChn25A_0954	6.1398	ClpA / B-type chaperone
	VpaChn25A_0966	6.0405	Hypothetical protein
	VpaChn25A_0967	7.0563	Hypothetical protein
	VpaChn25A_0969	2.4559	Hypothetical protein
	VpaChn25_1662	0.3404	Type III secretion system protein
	VpaChn25_1663	0.2481	Type III secretion system protein
	VpaChn25_1664	0.2099	Translocation protein in type III secretion
	VpaChn25_1665	0.2746	Translocation protein in type III secretion
	VpaChn25_1666	0.2109	Translocation protein in type III secretion
	VpaChn25_1887	0.4446	Outer membrane protein TolC
Ascorbate and aldarate metabolism	VpaChn25A_0230	0.1973	PTS system ascorbate-specific transporter subunit IIC
	VpaChn25A_0231	0.1668	Sugar phosphotransferase component II B
	VpaChn25A_0232	0.1096	Phosphotransferase enzyme II, A component
Sulfur metabolism	VpaChn25_0788	0.2523	Cysteine synthase A
	VpaChn25_0937	3.0238	Cysteine synthase / cystathionine beta-synthase family protein
	VpaChn25_1397	2.7136	Homoserine O-succinyltransferase
	VpaChn25_2650	0.4424	Phosphoadenosine phosphosulfate reductase
	VpaChn25_2651	0.4934	Sulfite reductase subunit beta
	VpaChn25_2652	0.2017	Sulfite reductase (NADPH) flavoprotein subunit alpha
	VpaChn25_2692	2.1317	Cystathionine gamma-synthase
Glycerophospholipid metabolism	VpaChn25A_0425	0.4957	Diacylglycerol kinase
	VpaChn25A_0732	2.2688	Outer membrane phospholipase A
	VpaChn25_0642	0.4375	Phosphatidylglycerophosphatase A
	VpaChn25_0885	0.3795	Surfactin synthetase
	VpaChn25_2245	0.2175	Glycerophosphodiester phosphodiesterase
	VpaChn25_2251	0.2013	Glycerol-3-phosphate dehydrogenase
Δ*VpacspD* mutant			
PTS	VpaChn25A_0230	0.2003	PTS system ascorbate-specific transporter subunit IIC
	VpaChn25A_0231	0.1886	Sugar phosphotransferase component II B
	VpaChn25A_0232	0.1253	Phosphotransferase enzyme II, A component
	VpaChn25A_0303	12.8135	PTS system fructose-specific transporter subunit IIA
	VpaChn25A_1196	0.3193	Mannitol-specific PTS system enzyme II component
	VpaChn25A_1309	3.4141	PTS system fructose-specific transporter subunit IIB
	VpaChn25A_1312	4.9223	PTS system fructose-specific transporter subunit IIABC
	VpaChn25_0668	0.4181	PTS system trehalose (maltose)-specific transporter subunits IIBC
	VpaChn25_2564	2.1655	PTS system cellobiose-specific transporter subunit IIA
	VpaChn25_2566	2.8755	PTS system cellobiose-specific transporter subunit IIB
Alanine, aspartate and glutamate metabolism	VpaChn25A_0370	3.4733	Adenylosuccinate synthase
	VpaChn25_0104	2.2225	Glutamine synthetase
	VpaChn25_0345	0.3501	Glucosamine-fructose-6-phosphate aminotransferase
	VpaChn25_0436	2.1782	Glutamate synthase subunit beta
	VpaChn25_0437	2.0222	Glutamate synthase subunit alpha
	VpaChn25_1375	3.4554	Succinate-semialdehyde dehydrogenase
	VpaChn25_1376	3.0672	4-aminobutyrate aminotransferase
	VpaChn25_2552	0.4804	Glutaminase
	VpaChn25_2583	2.0986	Aspartate carbamoyltransferase
	VpaChn25_2584	2.7419	Aspartate carbamoyltransferase
	VpaChn25_2784	0.4744	Aspartate ammonia-lyase
Arginine and proline metabolism	VpaChn25_1371	2.2205	Aldehyde dehydrogenase
	VpaChn25_1372	2.779	Oxidoreductase
	VpaChn25_1373	3.3592	Carbon-nitrogen hydrolase
	VpaChn25_1374	3.206	Hypothetical protein
	VpaChn25_2581	3.3917	Arginine deiminase
	VpaChn25_2719	2.8035	Succinylglutamic semialdehyde dehydrogenase
	VpaChn25_2720	3.9099	Arginine/ornithine succinyltransferase
	VpaChn25_2721	2.1486	Bifunctional N-succinyldiaminopimelate-aminotransferase/acetylornithine transaminase protein
Valine, leucine and isoleucine degradation	VpaChn25A_0480	3.4643	Acetyl-CoA acetyltransferase
	VpaChn25A_0555	2.023	Acyl-CoA carboxylase alpha chain
	VpaChn25A_0557	2.0591	Acyl-CoA carboxyltransferase beta chain
	VpaChn25A_0561	4.081	Aldehyde dehydrogenase
	VpaChn25A_0565	3.2953	3-hydroxyisobutyrate dehydrogenase
	VpaChn25A_1038	0.4859	Enoyl-CoA hydratase / isomerase
	VpaChn25_0020	2.6571	Multifunctional fatty acid oxidation complex subunit alpha
	VpaChn25_2076	0.4816	3-ketoacyl-CoA thiolase
Propanoate metabolism	VpaChn25_1635	2.316	PrpE protein
	VpaChn25_1638	4.6552	Methylcitrate synthase
	VpaChn25_1639	3.654	2-methylisocitrate lyase
	VpaChn25_2433	3.0153	Bifunctional aconitate hydratase 2/2-methylisocitrate dehydratase
	VpaChn25_2798	2.1035	Acetyl-CoA synthetase
Nitrogen metabolism	VpaChn25A_0296	4.3124	Oxidoreductase protein
	VpaChn25A_0917	3.7442	Nitrite reductase large subunit
	VpaChn25A_1392	0.4447	Carbonic anhydrase
	VpaChn25_1817	9.4056	Cytochrome c552
	VpaChn25_2448	0.2912	Carbonic anhydrase
Δ*VpacspAD* mutant			
TCA	VpaChn25_0313	0.2603	Malate dehydrogenase
	VpaChn25_0837	0.1445	Type II citrate synthase
	VpaChn25_0838	0.2716	Succinate dehydrogenase cytochrome b556 large membrane subunit
	VpaChn25_0840	0.402	Succinate dehydrogenase flavoprotein subunit
	VpaChn25_0841	0.3554	Succinate dehydrogenase iron-sulfur subunit
	VpaChn25_0843	0.3915	Dihydrolipoamide succinyltransferase
	VpaChn25_0844	0.3535	Succinyl-CoA synthetase subunit beta
	VpaChn25_0845	0.3009	Succinyl-CoA synthetase subunit alpha
	VpaChn25_1035	0.4921	Isocitrate dehydrogenase
	VpaChn25_2762	0.478	Fumarate reductase flavoprotein subunit
	VpaChn25_2763	0.4836	Fumarate reductase iron-sulfur subunit
	VpaChn25_2764	0.4898	Fumarate reductase subunit C
	VpaChn25_2765	0.3058	Fumarate reductase subunit D
PTS	VpaChn25A_0230	0.3036	PTS system ascorbate-specific transporter subunit IIC
	VpaChn25A_0231	0.2665	Sugar phosphotransferase component II B
	VpaChn25A_0232	0.232	Phosphotransferase enzyme II, A component
	VpaChn25A_0303	8.0738	PTS system fructose-specific transporter subunit IIA
	VpaChn25A_1312	8.7743	PTS system fructose-specific transporter subunit IIABC
	VpaChn25_0356	0.3818	PTS system mannitol-specific transporter subunit IIABC
	VpaChn25_2566	0.3343	PTS system cellobiose-specific transporter subunit IIB
	VpaChn25_0668	3.948	PTS system trehalose (maltose)-specific transporter subunits IIBC
Butanoate metabolism	VpaChn25A_0528	2.6111	Acetoacetyl-CoA synthetase
	VpaChn25A_0560	2.8181	Acyl-CoA thiolase
Fructose and mannose metabolism	VpaChn25A_1313	5.1663	Mannose-6-phosphate isomerase
	VpaChn25_0355	0.3626	Mannitol-1-phosphate 5-dehydrogenase
Pyruvate metabolism	VpaChn25A_0307	2.3933	Hypothetical protein
	VpaChn25A_0367	0.321	Phosphoenolpyruvate synthase
	VpaChn25A_0934	0.4136	D-lactate dehydrogenase
	VpaChn25_0112	0.1659	Phosphoenolpyruvate carboxykinase
	VpaChn25_1693	2.2321	Aldehyde dehydrogenase
	VpaChn25_1927	0.408	Pyruvate kinase II
Oxidative phosphorylation	VpaChn25A_0546	2.1237	Cytochrome BD2 subunit II
	VpaChn25_1519	0.4848	Cytochrome c oxidase subunit CcoP
	VpaChn25_1521	0.4651	cbb3-type cytochrome c oxidase subunit II
Cysteine and methionine metabolism	VpaChn25_0576	0.293	Homocysteine synthase
	VpaChn25_0788	0.2948	Cysteine synthase A
	VpaChn25_0937	2.3269	Cysteine synthase/cystathionine beta-synthase family protein
	VpaChn25_1880	2.8826	5-methyltetrahydropteroyltriglutamate-homocysteine S-methyltransferase
	VpaChn25_2471	0.4433	S-ribosylhomocysteinase
	VpaChn25_2646	2.2961	Aspartate kinase
Arginine and proline metabolism	VpaChn25A_1611	0.4145	Bifunctional proline dehydrogenase/pyrroline-5-carboxylate dehydrogenase
	VpaChn25_1332	0.1954	Hydroxyproline-2-epimerase
	VpaChn25_1335	0.3527	Ornithine cyclodeaminase
	VpaChn25_1544	0.3291	NAD-glutamate dehydrogenase
	VpaChn25_2719	0.3969	Succinylglutamic semialdehyde dehydrogenase
	VpaChn25_2720	0.482	Arginine /ornithine succinyltransferase
	VpaChn25_2721	0.2687	Bifunctional N-succinyldiaminopimelate-aminotransferase / acetylornithine transaminase protein
Alanine, aspartate and glutamate metabolism	VpaChn25_0345	0.2743	Glucosamine-fructose-6-phosphate aminotransferase
	VpaChn25_0438	2.461	Glutamate synthase subunit beta
	VpaChn25_0439	2.6963	Glutamate synthase, large subunit
	VpaChn25_1114	0.407	Alanine dehydrogenase
	VpaChn25_2022	0.4771	Cytoplasmic asparaginase I

^*^VpaChn25, chromosome 1; VpaChn25A, chromosome 2

For the other five altered metabolic pathways, most of the DEGs were down-regulated in the Δ*VpacspA* mutant, which was directly related to its remarkable low-temperature growth inhibition. 

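Over the other 5 pathways the listed genes divided as follows in Δ*VpacspA*. The lower ABC transporter genes had ratios of 0.142 to 0.492 and the higher ones 2.16 to 6.88. The 6 lower secretion genes had ratios of 0.210 to 0.445. The 3 genes of ascorbate and aldarate metabolism, VpaChn25A_0230 to VpaChn25A_0232, had ratios of 0.110 to 0.197 in Δ*VpacspA*, of 0.125 to 0.200 in Δ*VpacspD* and of 0.232 to 0.304 in Δ*VpacspAD*. The 4 lower genes of sulphur metabolism had ratios of 0.202 to 0.493, and its 3 higher genes 2.13 to 3.02. The 5 lower genes of glycerophospholipid metabolism had ratios of 0.201 to 0.496.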

For example, the expression of twenty-four genes that were linked to ABC transporters was reduced (0.4917- to 0.1424-fold); they included the glycine betaine (GB)/proline, oligopeptide, iron(III) and zinc ABC transporters. This indicated the positive regulation of these ABC transporters by *Vpa*CspA during low-temperature *V. parahaemolyticus* CHN25 survival.

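Of the 33 ABC transporter genes listed for Δ*VpacspA*, 24 were lower in the Δ*VpacspA* library, with ratios of 0.142 to 0.492. The lowest was VpaChn25_2988, an amino acid ABC transporter substrate-binding protein gene on chromosome 1 from 3415293 to 3416039, with 17282 reads in the wild type and 2142 in Δ*VpacspA*, a ratio of 0.142 (95% interval 0.136 to 0.149). Its ratio was 0.200 in Δ*VpacspD* and 0.315 in Δ*VpacspAD*. The glycine betaine transporter genes VpaChn25A_0571 and VpaChn25A_0573 had ratios of 0.302 and 0.380. Among the 146 genes whose product names include the words ABC transporter, which leave out some of the listed genes, 26 were lower and 6 higher in Δ*VpacspA*, 14 lower and 11 higher in Δ*VpacspD*, and 10 lower and 5 higher in Δ*VpacspAD*. Their median ratio in Δ*VpacspA* was 0.911, at percentile 35.8 of random lists.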

Bacterial secretion systems play important roles in virulence, symbiosis, interbacterial interactions, and environmental stress [20]. The genes that encoded components of the four secretion system types (T1SS, T2SS, T3SS1 and T6SS2) were identified in the *V. parahaemolyticus* CHN25 genome. 

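Of the 11 listed secretion genes, 5 were higher (2.46 to 7.06) and 6 lower (0.210 to 0.445) in the Δ*VpacspA* library. In Δ*VpacspD*, 4 of the 11 were higher and 1 lower, and in Δ*VpacspAD* none passed the criterion. Across the T3SS1 region of chromosome 1, VpaChn25_1651 to VpaChn25_1692, 9 of 42 genes were lower and 1 was higher in Δ*VpacspA*, 23 were lower in Δ*VpacspD* and 7 were lower in Δ*VpacspAD*. The median ratio of the region was 0.837 in Δ*VpacspA* (percentile 12.7 of random lists), 0.478 in Δ*VpacspD* and 0.728 in Δ*VpacspAD* (below all 10000 random lists in both).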

Of these, eleven genes were differentially expressed in the Δ*VpacspA* mutant at the low temperature. Activation of the *tolC* gene, which encodes an outer membrane protein of T1SS, has been reported in *Psychrobacter cryohalolentis* K5 during growth at sub-zero temperatures [21]. In this study, *tolC* gene expression (VpaChn25_1887) was down-regulated (0.4446-fold) in the Δ*VpacspA* mutant, indicating that *Vpa*CspA positively regulated low-temperature *tolC* gene expression in *V. parahaemolyticus* CHN25. 

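The *tolC* gene (VpaChn25_1887), on chromosome 1 from 2167627 to 2168898 on the minus strand, had 747 reads in the wild type and 289 in Δ*VpacspA*, a ratio of 0.445 (95% interval 0.387 to 0.510). Its ratio was 0.266 in Δ*VpacspD* (0.228 to 0.309) and 1.07 in Δ*VpacspAD* (0.964 to 1.18), where the interval included 1. Against the geometric mean of the other 3 libraries in place of the wild type, the ratio of VpaChn25_1887 in Δ*VpacspA* was 0.677 and no longer passed the criterion. The gene was lower still in Δ*VpacspD*, which enters that mean. Here and below, a ratio to that mean does not measure the change from the wild type.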

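The genes annotated as type III secretion system or translocation proteins at VpaChn25_1662 to VpaChn25_1666, on chromosome 1 from 1913829 to 1917574, were lower in Δ*VpacspA*. VpaChn25_1662 had a ratio of 0.340 (95% interval 0.270 to 0.426), VpaChn25_1663 of 0.248, VpaChn25_1664 of 0.210 (0.122 to 0.345, from 19 reads in Δ*VpacspA*), VpaChn25_1665 of 0.275 and VpaChn25_1666 of 0.211. They were part of a run of 7 lower genes, VpaChn25_1661 to VpaChn25_1667. In Δ*VpacspD* the 5 genes had ratios between 0.690 and 0.846, and in Δ*VpacspAD* between 0.773 and 0.880. The loci VpaChn25A_0952, VpaChn25A_0954, VpaChn25A_0966, VpaChn25A_0967 and VpaChn25A_0969 on chromosome 2 had ratios of 4.55, 6.14, 6.04, 7.06 and 2.46 in Δ*VpacspA*.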

Likewise, the *yscQRSTU* genes (VpaChn25A_0952, 0954, 0966, 0967 and 0969), which encode the components of T3SS1, were also highly down-regulated (0.3404- to 0.2109-fold). However, the expression of five genes that were required for T6SS2 was strongly enhanced (2.4559- to 7.0563-fold) in the Δ*VpacspA* mutant, which was inconsistent with previous speculation [22]. 

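The 5 genes that Table 2 lists for T6SS2, VpaChn25A_0952, VpaChn25A_0954, VpaChn25A_0966, VpaChn25A_0967 and VpaChn25A_0969, had ratios of 2.46 to 7.06 in Δ*VpacspA*. They lay within a run in which every gene was higher: all 23 genes from VpaChn25A_0951 to VpaChn25A_0973, on chromosome 2 from 1058905 to 1087765, had ratios of 2.04 to 8.26 in Δ*VpacspA*, with 130 to 7160 reads per gene in the wild type. Over the 18 genes from VpaChn25A_0952 to VpaChn25A_0969, the median ratio was 6.09 in Δ*VpacspA*, 4.93 in Δ*VpacspD* and 1.86 in Δ*VpacspAD*, each above all 10000 random lists. In Δ*VpacspD*, 17 of the 18 passed the criterion, and in Δ*VpacspAD* 7 did. Against random runs of consecutive genes, the median in Δ*VpacspAD* stood at percentile 97.2.

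**Figure D3:**
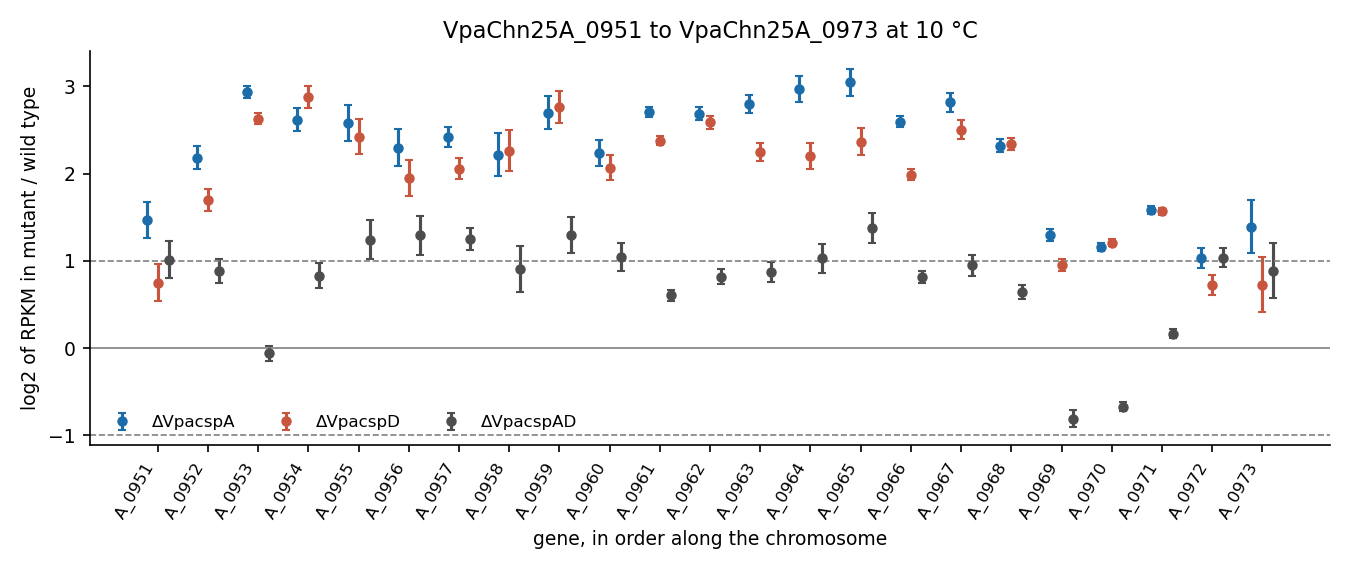
Log2 of the ratio of RPKM to the wild type for the 23 genes VpaChn25A_0951 to VpaChn25A_0973 in the 3 mutants at 10 °C, in their order on chromosome 2. Points are single libraries, error bars are 95% Clopper-Pearson intervals of the reads, and dashed lines mark ratios of 2 and 0.5. All points of Δ*VpacspA* lie above the upper dashed line, and those of Δ*VpacspAD* lie lower, with a median ratio of 1.85, except at VpaChn25A_0972, where the ratio was 2.05 in Δ*VpacspAD* and 2.04 in Δ*VpacspA*.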

Future investigations into the biological significance of the secretion systems and their differential expression characteristics during low-temperature survival by *V. parahaemolyticus* will provide important insights on this topic.

### Major altered metabolic pathways in the Δ*VpacspD* mutant

Based on the GESA-KEGG analysis, the following six significantly altered metabolic pathways were identified in the Δ*VpacspD* mutant at 10 °C: the phosphotransferase system (PTS); alanine, aspartate and glutamate metabolism; arginine and proline metabolism; the propanoate and nitrogen metabolic pathways; valine, leucine and isoleucine degradation.

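In the Δ*VpacspD* library, Table 2 lists 10 PTS genes, of which 5 were higher and 5 lower. Of 11 genes of alanine, aspartate and glutamate metabolism, 8 were higher and 3 lower. All 8 genes of arginine and proline metabolism and all 5 of propanoate metabolism were higher. Nitrogen metabolism had 3 higher and 2 lower genes, and valine, leucine and isoleucine degradation 6 higher and 2 lower. Some of the lower genes depended on the scaling of the libraries. After median-ratio scaling, none of the 2 lower genes of valine, leucine and isoleucine degradation and 1 of the 3 of alanine, aspartate and glutamate metabolism still passed the criterion. The lower gene of nitrogen metabolism with a ratio of 0.445 no longer passed it either.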

Consistent with its active low-temperature growth phenotype, several DEGs that were linked to PTS, to nitrogen, arginine and proline metabolism and to alanine, aspartate and glutamate metabolism were significantly up-regulated in the Δ*VpacspD* mutant. 

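The 5 higher PTS genes had ratios of 2.17 to 12.8 in Δ*VpacspD*, and the 5 lower ones 0.125 to 0.418. Over all 24 genes annotated as phosphotransferase system components, 8 were higher and 5 lower in Δ*VpacspD*, and their median ratio of 1.32 stood at percentile 99.99 of random lists. The same group had a median ratio of 0.813 in Δ*VpacspA* (percentile 8.95) and 0.941 in Δ*VpacspAD* (percentile 0.590). The 3 higher genes of nitrogen metabolism had ratios of 3.74 to 9.41, and the 8 higher genes of alanine, aspartate and glutamate metabolism 2.02 to 3.47.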

A major barrier to protein function at low temperatures is the inability to maintain sufficient flexibility so that it can increase its interactions with substrates to reduce its required activation energy [23]. 

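The 8 genes listed for arginine and proline metabolism had ratios of 2.15 to 3.91 in Δ*VpacspD*, with a median of 3.00. In Δ*VpacspA*, 5 of the 8 were also higher, with ratios of up to 5.39, and none was lower. In Δ*VpacspAD*, none was higher and 3 were lower, with a median ratio of 0.566 over the 8 genes. The 6 consecutive genes VpaChn25_1371 to VpaChn25_1376 had a median ratio of 4.99 in Δ*VpacspA*, 3.14 in Δ*VpacspD* and 0.622 in Δ*VpacspAD*.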

In arginine and proline metabolism, all eight DEGs were up-regulated in the Δ*VpacspD* mutant. For example, expression of an arginine deiminase (VpaChn25_2581) and an arginine/ornithine succinyltransferase (VpaChn25_2720), which are required to convert L-arginine to L-citrulline and then to N2-succinyl-L-arginine, were up-regulated by 3.3917- and 3.9099-fold, respectively. 

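The arginine deiminase gene (VpaChn25_2581), on chromosome 1 from 2951641 to 2952864, had 5021 reads in the wild type and 19445 in Δ*VpacspD*, a ratio of 3.39 (95% interval 3.29 to 3.50). Its ratio was 1.66 in Δ*VpacspA* and 0.709 in Δ*VpacspAD*. The arginine/ornithine succinyltransferase gene (VpaChn25_2720), from 3107352 to 3108371, had 2959 and 13210 reads, a ratio of 3.91 (3.76 to 4.07), and its ratio was 2.35 in Δ*VpacspA* and 0.482 in Δ*VpacspAD*. With its neighbours VpaChn25_2719 and VpaChn25_2721, the median ratio was 1.90 in Δ*VpacspA*, 2.80 in Δ*VpacspD* and 0.397 in Δ*VpacspAD*.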

Arginines are structurally stabilizing factors that contain side chains that form salt bridges and hydrogen bonds [24]. Our data indicated that a low-temperature decrease in L-arginine in the Δ*VpacspD* mutant may have promoted increased protein flexibility. Moreover, the abundance of proline residues is related to increased protein stability due to the rigidity of the N-Cα bond [23]. In this study, a decrease in proline resulted from up-regulated proline metabolism-associated enzymes may have also enhanced protein flexibility in the Δ*VpacspD* mutant. To our knowledge, these genes have not been previously linked to low-temperature survival.

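The glutamine synthetase gene (VpaChn25_0104), on chromosome 1 from 121902 to 123311, had 9637 reads in the wild type and 24456 in Δ*VpacspD*, a ratio of 2.22 (95% interval 2.17 to 2.28). The ratio was 1.73 in Δ*VpacspA* and 0.823 in Δ*VpacspAD*. The ratio of VpaChn25_0104 in Δ*VpacspD* to the geometric mean of the other 3 libraries was 1.97, just short of the criterion.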

Expression of a glutamine synthetase (VpaChn25_0104), which catalyses L-glutamate to L-glutamine, was up-regulated in the alanine, aspartate and glutamate metabolic pathways. However, the genes that encoded a glutaminase (VpaChn25_2552) and a glucosamine-fructose-6-phosphate aminotransferase (VpaChn25_0345), which convert L-glutamine to L-glutamate and then to D-glucosamine, showed opposite expression profiles, which suggested a decrease in L-glutamate accumulation in the Δ*VpacspD* mutant. This was also suppressed in the psycrophilic proteins of *Vibrio salmonicida* [25].

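The glutaminase gene (VpaChn25_2552) had 1185 reads in the wild type and 650 in Δ*VpacspD*, a ratio of 0.480 (95% interval 0.436 to 0.529). The interval reached past the criterion, and after median-ratio scaling the ratio of VpaChn25_2552 was 0.560. The glucosamine-fructose-6-phosphate aminotransferase gene (VpaChn25_0345) had 6402 and 2559 reads, a ratio of 0.350 (0.334 to 0.367), and a ratio of 1.55 in Δ*VpacspA* and 0.274 in Δ*VpacspAD*.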

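Only 5 genes were higher in Δ*VpacspD* and lower in Δ*VpacspA*: VpaChn25_1707 (aspartate kinase), VpaChn25_1709 and VpaChn25_1710 (annotated for the synthesis and acetylation of diaminobutyrate), and VpaChn25_1714 and VpaChn25_1715 (glycine betaine and proline transporter genes). All 5 lay between 1957141 and 1968379 on chromosome 1. Their ratios in Δ*VpacspD* were 3.85, 2.63, 2.45, 4.49 and 8.08, and in Δ*VpacspA* 0.369, 0.259, 0.304, 0.492 and 0.462. The opposite pattern, higher in Δ*VpacspA* and lower in Δ*VpacspD*, was shown by 7 genes. By contrast, 121 genes were higher and 102 lower in both. The ratios of both mutants share the same wild-type library.

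**Figure D4:**
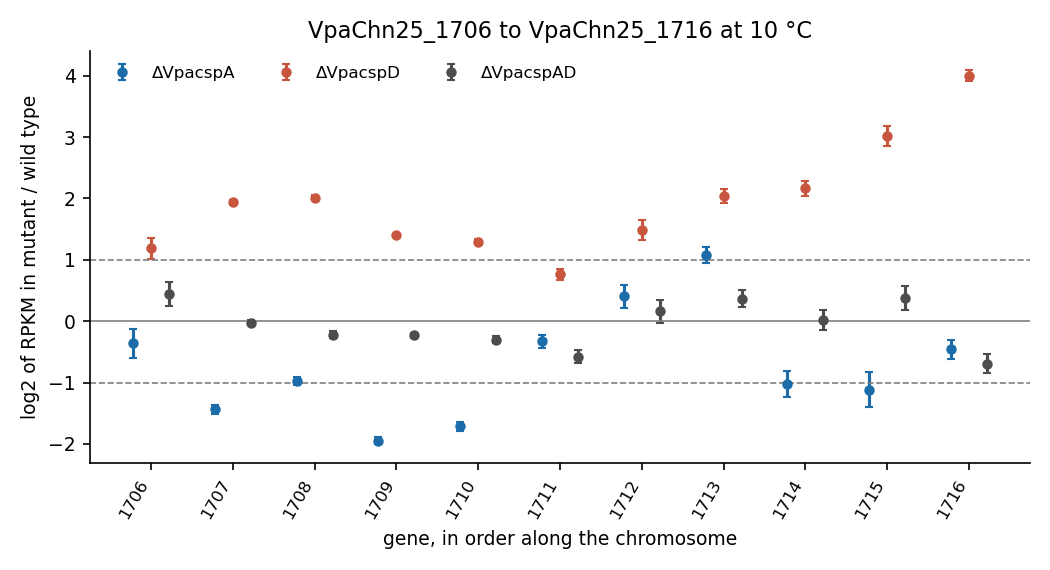
Log2 of the ratio of RPKM to the wild type for VpaChn25_1706 to VpaChn25_1716 in the 3 mutants at 10 °C, in their order on chromosome 1. Points are single libraries, error bars are 95% Clopper-Pearson intervals of the reads, and dashed lines mark ratios of 2 and 0.5. In Δ*VpacspD* the ratios run from 1.69 to 16.0, and in Δ*VpacspAD* from 0.618 to 1.36.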

Unexpectedly, the comparative transcriptome analysis revealed very few genes that were up-regulated in Δ*VpacspD* but down-regulated in the Δ*VpacspA* mutant, indicating that these genes were specifically and negatively governed by *Vpa*CspD. 

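*VpacspD* (VpaChn25_1036) had a RPKM of 357 in the wild type and 1565 in Δ*VpacspA*, a ratio of 4.38 (95% interval 4.10 to 4.69). The ratio lay between 4.37 and 4.81 under the other settings tried, with the largest value from upper-quartile scaling. *VpacspA* (VpaChn25A_0413) had a RPKM of 1669 in the wild type and 1156 in Δ*VpacspD*, a ratio of 0.693 (0.665 to 0.722), which did not pass the criterion. After median-ratio scaling it was 0.808. The interval of that ratio excluded 1, but it covers counting error only and each strain had 1 library.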

Additionally, in the Δ*VpacspA* mutant, *VpacspD* gene expression was increased (2.5073-fold) at the low temperature, which was validated by qRT-PCR analysis, but no significant change in *VpacspA* gene expression was observed in the Δ*VpacspD* mutant. The results indicated that *Vpa*CspD was inhibited by *Vpa*CspA at low temperatures, which was consistent with the growth phenotypes described above.

### Major altered metabolic pathways in the Δ*VpacspAD* mutant

Similarly, the GESA-KEGG analysis revealed the following nine significantly changed metabolic pathways in the Δ*VpacspAD* mutant at 10 °C: TCA; PTS; butanoate metabolism; fructose and mannose metabolism; the pyruvate and the cysteine and methionine metabolic pathways; arginine and proline metabolism; alanine, aspartate and glutamate metabolism; oxidative phosphorylation. 

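In the Δ*VpacspAD* library, Table 2 lists 13 genes of the TCA cycle, all lower. Of 8 PTS genes, 3 were higher and 5 lower, and of 6 pyruvate metabolism genes, 2 were higher and 4 lower. Oxidative phosphorylation had 1 higher and 2 lower genes, cysteine and methionine metabolism 3 higher and 3 lower, and alanine, aspartate and glutamate metabolism 2 higher and 3 lower. All 7 genes of arginine and proline metabolism were lower and both genes of butanoate metabolism higher, while fructose and mannose metabolism had 1 of each. After median-ratio scaling, none of the higher genes of pyruvate metabolism and of oxidative phosphorylation passed the criterion. Of the higher genes of cysteine and methionine metabolism, only VpaChn25_1880, with an unscaled ratio of 2.88, still passed it.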

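The changes in Δ*VpacspAD* and Δ*VpacspA* overlapped in 45 genes that were higher and 46 that were lower in both, and 32 genes changed in opposite directions. Across the genes with reads in all 4 libraries, the Spearman correlation of the log2 ratios was 0.0864 between Δ*VpacspA* and Δ*VpacspAD*, 0.0540 between Δ*VpacspD* and Δ*VpacspAD*, and 0.492 between Δ*VpacspA* and Δ*VpacspD*. These are correlations across genes, which are not independent replicates, and each pair of ratios shares the wild-type library. The 13 TCA cycle genes that were lower in Δ*VpacspAD* had ratios of 0.803 to 1.94 in Δ*VpacspA*, and none of them passed the criterion there.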

Interestingly, these altered metabolic pathways were different from those that were induced in the Δ*VpacspA* mutant, although both mutants demonstrated the slower-growth phenotype at the low temperature. 

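The 13 listed TCA cycle genes had ratios of 0.144 to 0.492 in Δ*VpacspAD*, with a median of 0.355 and 942 to 27901 reads per gene in the wild type. In Δ*VpacspD*, 3 of them were higher and none lower, with a median ratio of 1.62. Over the 9 genes VpaChn25_0837 to VpaChn25_0845 of chromosome 1, 7 were lower in Δ*VpacspAD*, with a median ratio of 0.355, below all 10000 random lists, while the median was 1.21 in Δ*VpacspA* and 1.51 in Δ*VpacspD*. All 4 genes VpaChn25_2762 to VpaChn25_2765 were lower in Δ*VpacspAD*, from 0.306 to 0.490. Among the pyruvate metabolism genes, the lowest ratio was 0.166 for the phosphoenolpyruvate carboxykinase gene (VpaChn25_0112), with 14865 reads in the wild type and 2582 in Δ*VpacspAD* (95% interval 0.159 to 0.173). The 2 lower genes of oxidative phosphorylation had ratios of 0.465 and 0.485.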

Most of the DEGs that were linked to TCA, oxidative phosphorylation, and pyruvate metabolism were inhibited in the Δ*VpacspAD* mutant, which may explain its slower growth at this low temperature. The down-regulated central metabolic pathways were also observed in other bacteria that were grown at a low temperature [26].

Similar to the Δ*VpacspD* mutant, the alanine, aspartate and glutamate metabolic pathways, PTS, and the arginine and proline metabolic pathways were also significantly changed in the Δ*VpacspAD* mutant. However, distinct expression patterns were detected in the two mutants. For example, in contrast to the Δ*VpacspD* mutant, all seven DEGs that were involved in arginine and proline metabolism were down-regulated (0.482- to 0.1954-fold) in the Δ*VpacspAD* mutant. 

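The 7 genes of arginine and proline metabolism listed for Δ*VpacspAD* had ratios of 0.195 to 0.482 in Δ*VpacspAD*, with a median of 0.353 and at least 1144 reads per gene in the wild type. In Δ*VpacspD*, 4 of the 7 were higher and none lower, with a median ratio of 2.15, and in Δ*VpacspA* 1 was higher and none lower, with a median of 1.50. Over the genome, 46 genes changed in opposite directions in Δ*VpacspD* and Δ*VpacspAD*, while 33 were higher and 64 lower in both. A lower ratio in Δ*VpacspAD* was found across the run VpaChn25_1330 to VpaChn25_1336, whose 7 genes had ratios of 0.191 to 0.370.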

Additionally, the phosphoenolpyruvate-dependent PTS is a major sugar transport multicomponent system in bacteria, by which multiple sugars are transported into bacteria, concomitantly phosphorylated, and fed into glycolysis [27]. 

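VpaChn25_2566, a cellobiose-specific PTS subunit gene on chromosome 1 from 2935029 to 2935289, had 120 reads in the wild type, 394 in Δ*VpacspD* and 42 in Δ*VpacspAD*. Its ratio was 2.88 in Δ*VpacspD* (95% interval 2.34 to 3.56) and 0.334 in Δ*VpacspAD* (0.229 to 0.479). VpaChn25_0668, a trehalose (maltose)-specific PTS subunit gene from 774487 to 775911, had 3161 reads in the wild type, 1509 in Δ*VpacspD* and 13064 in Δ*VpacspAD*. Its ratio was 0.418 in Δ*VpacspD* (0.393 to 0.445) and 3.95 in Δ*VpacspAD*. In Δ*VpacspA*, the ratios were 1.55 for VpaChn25_2566 and 0.294 for VpaChn25_0668.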

In this study, expression of the genes that encoded the cellobiose- and trehalose (maltose)-specific transporter subunits (VpaChn25_2566 and Chn25_0668) also displayed opposite patterns between the Δ*VpacspAD* and Δ*VpacspD* mutants. These results highlighted the antagonistic regulatory effects by *Vpa*CspA and *Vpa*CspD on low-temperature survival of *V. parahaemolyticus* CHN25.

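The homocysteine synthase gene (VpaChn25_0576), on chromosome 1 from 668053 to 669321, had 4163 reads in the wild type and 1277 in Δ*VpacspAD*, a ratio of 0.293 (95% interval 0.275 to 0.312). It was higher in Δ*VpacspD*, with a ratio of 2.05. The S-ribosylhomocysteinase gene (VpaChn25_2471), from 2822680 to 2823198, had 5390 and 2501 reads, a ratio of 0.443 (0.423 to 0.465). In Δ*VpacspA* and Δ*VpacspD* the ratio of VpaChn25_2471 was 0.847 and 0.821. Against the geometric mean of the other 3 libraries it was 0.500 in Δ*VpacspAD*, at the edge of the criterion.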

In cysteine and methionine metabolism, a homocysteine synthase (VpaChn25_0576) and S-ribosylhomocysteinase (VpaChn25_2471), which are involved in converting O-acetyl-L-homoserine and S-ribosyl-L-homocysteine to L-homocysteine, were down-regulated (0.2930- and 0.4433-fold, respectively) in the Δ*VpacspAD* mutant. However, a 5-methyltetrahydropteroyltriglutamate-homocysteine S-methyltransferase (VpaChn25_1880) that catalyses L-homocysteine to L-methionine was up-regulated (2.8826-fold). These results suggest the attenuation of L-homocysteine in the Δ*VpacspAD* mutant, which may reduce interference by L-homocysteine with amino acid metabolic and translation processes at low temperatures [28].

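VpaChn25_1880, on chromosome 1 from 2160357 to 2161385, had 341 reads in the wild type and 1029 in Δ*VpacspAD*, a ratio of 2.88 (95% interval 2.55 to 3.27). The ratio was 1.91 in Δ*VpacspA* and 1.59 in Δ*VpacspD*. The ratio of VpaChn25_1880 in Δ*VpacspAD* to the geometric mean of the other 3 libraries was 1.99.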

### Differentially expressed regulators (DERs) that are involved in the low-temperature survival of the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants

The *V. parahaemolyticus* CHN25 genome contains approximately two hundred and seventy-two genes that encode putative transcriptional or response regulators, which represent approximately 5.8% of all protein-encoding genes in the bacterium. Changes in the expression of transcription factors, especially the master regulators, can modulate global regulatory networks that, in some cases, are essential for bacterial adaptation to changing environments [13]. In this study, the genome-level transcriptome data revealed thirty, twenty-three and thirty-six DERs in the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants at 10 °C, respectively (see Additional file 3: Table S1). They globally or specifically regulate various cellular processes, including cold-temperature survival in bacteria, by regulating transcriptional or response regulators that are involved in DNA-binding, LysR-type transcriptional regulators, and GntR, AraC/XylS, ArsR, LuxR, and DeoR regulator families.

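Table S1 lists 65 regulator genes, all with reads in the files. By the criteria used here, 30 of them were differentially expressed in Δ*VpacspA* (16 higher and 14 lower), 23 in Δ*VpacspD* (10 higher and 13 lower) and 34 in Δ*VpacspAD* (23 higher and 11 lower). Each gene and mutant with a value in the table passed the criteria, and no gene and mutant marked there as not significantly changed did. At a fold change of at least 3, the alternative that moved these counts most, 8, 7 and 6 regulators remained. In Δ*VpacspAD* alone, 20 regulators changed, of which 16 were higher.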

Of these regulators, several directly regulate gene expression in response to environmental signals in other bacteria. 

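The RecX gene (VpaChn25_2483), on chromosome 1 from 2839754 to 2840221, had 1403 reads in the wild type and 324 in Δ*VpacspA*, a ratio of 0.265 (95% interval 0.234 to 0.300). Its ratio was 0.652 in Δ*VpacspD* and 1.91 in Δ*VpacspAD*, neither past the criterion.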

For example, a recombination regulator, RecX (VpaChn25_2483), which regulates DNA recombination and protects the cell from ionising radiation and UV-irradiation in *E. coli* [29], was notably down-regulated (0.2654-fold) in the Δ*VpacspA* mutant; this indicates the positive regulation of RecX by *Vpa*CspA in *V. parahaemolyticus* CHN25 at low temperatures. Interestingly, a transcriptional regulator, BetI (VpaChn25A_0568), was also inhibited in the Δ*VpacspA* mutant (0.4784-fold), which negatively regulated the *betT* and *betIBA* genes that governed GB synthesis from choline in *E. coli* [30]. Moreover, two genes (VpaChn25_1793 and Chn25_1442), which encode the osmotically inducible betaine-choline-carnitine transporters (BCCTs) that mediate the acquisition of preformed GB [31], were also down-regulated in the Δ*VpacspA* mutant. These data indicate that *Vpa*CspA may stimulate an accumulation of cellular GB that adjusts the hydration level of the bacterial cell cytoplasm at low temperatures [32, 33]. 

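The BetI gene (VpaChn25A_0568), on chromosome 2 from 612350 to 612949, had 2200 reads in the wild type and 916 in Δ*VpacspA*, a ratio of 0.478 (95% interval 0.442 to 0.517). The interval reached past the criterion, and the ratio of VpaChn25A_0568 was 0.516 after median-ratio scaling and 0.525 after upper-quartile scaling. It was 0.650 in Δ*VpacspD* and 1.49 in Δ*VpacspAD*. The next genes, a betaine aldehyde dehydrogenase gene (VpaChn25A_0569) and a choline dehydrogenase gene (VpaChn25A_0570), had ratios of 0.358 and 0.240 in Δ*VpacspA*.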

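VpaChn25_1793, a BCCT family transporter gene on chromosome 1 from 2051840 to 2053411, had 9279 reads in the wild type and 1875 in Δ*VpacspA*, a ratio of 0.232 (95% interval 0.221 to 0.244). VpaChn25_1442, another gene of the family from 1656507 to 1658087, had 15956 and 4895 reads, a ratio of 0.353 (0.341 to 0.364). Neither gene passed the criterion in Δ*VpacspD* or Δ*VpacspAD*. A BCCT family gene at VpaChn25_1711 had a ratio of 0.796 in Δ*VpacspA*.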

Additionally, expression of an important transcriptional regulator, PdhR (VpaChn25_2454), which belongs to the GntR family of transcriptional regulators, was repressed (0.3122-fold) in the Δ*VpacspA* mutant. 

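The PdhR gene (VpaChn25_2454), on chromosome 1 from 2807311 to 2808078, had 3176 reads in the wild type and 863 in Δ*VpacspA*, a ratio of 0.312 (95% interval 0.289 to 0.337). Its ratio was 0.725 in Δ*VpacspD* and 1.37 in Δ*VpacspAD*.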

PdhR regulates central metabolism by controlling transcription of the components that form the pyruvate dehydrogenase complex [34].

Among the DERs that were elicited in the Δ*VpacspD* mutant, two regulators (a response regulator (VpaChn25_1251) and a MerR family transcriptional regulator (VpaChn25A_1361)) were up-regulated in the Δ*VpacspD* mutant at low temperatures (2.891- and 2.8939-fold, respectively). 

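The response regulator gene VpaChn25_1251, on chromosome 1 from 1440841 to 1442781, had 1676 reads in the wild type and 5538 in Δ*VpacspD*, a ratio of 2.894 (95% interval 2.74 to 3.06). The MerR family gene VpaChn25A_1361, on chromosome 2 from 1533423 to 1534235, had 1914 and 6318 reads, a ratio of 2.891 (2.75 to 3.04). In Δ*VpacspA* the ratios were 1.85 and 1.10, and in Δ*VpacspAD* 0.873 and 1.98.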

The latter regulates gene transcription in response to different environmental signals, including signals from heavy metal ions, organic compounds, and oxidative stress [35]. 

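Of the 23 differentially expressed regulators in Δ*VpacspD*, 13 or 56.5% were lower, and 6 of the 13 changed in Δ*VpacspD* alone. After median-ratio scaling, 44.4% of the differentially expressed regulators were lower. The two-component response regulator gene VpaChn25A_1000 had 767 reads in the wild type and 394 in Δ*VpacspD*, a ratio of 0.450 (95% interval 0.397 to 0.509), and the RseA gene (VpaChn25_2510) had 11020 and 5773 reads, a ratio of 0.459 (0.444 to 0.474). After median-ratio scaling the ratios were 0.525 for VpaChn25A_1000 and 0.535 for VpaChn25_2510. The RseA gene had a ratio of 0.597 in Δ*VpacspA* and 0.589 in Δ*VpacspAD*, so it also fell there without passing the criterion.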

Approximately 56.5% of the DERs in the Δ*VpacspD* mutant were down-regulated, of which half were exclusively expressed in the Δ*VpacspD* mutant (e.g., the two-component response regulator (VpaChn25A_1000) and sigma-E factor negative regulatory protein RseA (VpaChn25_2510)) [36].

Transcriptome data comparisons revealed mosaic DER expression profiles in the *VpacspAD* mutant. Interestingly, three regulators of T3SS1 gene expression were inhibited in both Δ*VpacspD* and Δ*VpacspAD* cells at the low temperature. These included ExsA (VpaChn25_1689) and ExsE (VpaChn25_1692), which belonged to the ExsACDE regulatory cascade, and a T3SS1 regulator (VpaChn25_1651), which was indicative of positive regulation of T3SS1 by *Vpa*CspD at low temperatures; this function was similar to that of *Vpa*CspA. 

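The ExsA gene (VpaChn25_1689), on chromosome 1 from 1935683 to 1936543, had 1535 reads in the wild type, 426 in Δ*VpacspD* and 775 in Δ*VpacspAD*, ratios of 0.243 (95% interval 0.218 to 0.271) and 0.482 (0.442 to 0.526). The ExsE gene (VpaChn25_1692) had 121, 48 and 39 reads, ratios of 0.347 (0.243 to 0.489) and 0.308 (0.209 to 0.445). VpaChn25_1651, a type III secretion regulator gene, had 103, 49 and 46 reads, ratios of 0.417 (0.290 to 0.591) and 0.427 (0.295 to 0.610). In Δ*VpacspA* the 3 genes had ratios of 1.55, 1.98 and 0.881, none past the criterion. Of the neighbouring genes, VpaChn25_1688 (ExsD) had a ratio of 0.403 in Δ*VpacspD* and 0.536 in Δ*VpacspAD*, and VpaChn25_1691 of 0.339 and 0.250. Against the geometric mean of the other 3 libraries, the ratio of VpaChn25_1689 in Δ*VpacspAD* was 0.667 and that of VpaChn25_1651 was 0.577 in Δ*VpacspD* and 0.596 in Δ*VpacspAD*.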

Likewise, expression of the UhpC regulator (VpaChn25A_0772), a membrane-bound sensor for external glucose-6-phosphate in *E. coli* [37], was also decreased in the two mutants. 

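The UhpC gene (VpaChn25A_0772), on chromosome 2 from 846639 to 848018, had 648 reads in the wild type, 357 in Δ*VpacspD* and 337 in Δ*VpacspAD*. Its ratio was 0.483 (95% interval 0.423 to 0.550) in Δ*VpacspD* and 0.497 (0.434 to 0.568) in Δ*VpacspAD*, and 0.612 in Δ*VpacspA*. Both intervals reached past the criterion. With a pseudocount of 1, the ratio of VpaChn25A_0772 in Δ*VpacspAD* was 0.512, and after median-ratio scaling that in Δ*VpacspD* was 0.563.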

UhpC was reported to negatively modulate a YE0480 gene in *Yersinia enterocolitica*, which encoded a homologue of the FhaC accessory protein; FhaC was strongly expressed at 10 °C but not at 37 °C in *Bordetella pertussis* [38].

Interestingly, three DERs were detected in all three mutants, and the other five were synchronously induced in both Δ*VpacspA* and Δ*VpacspD* cells, indicating either similar regulatory functions that were shared between *Vpa*CspA and *Vpa*CspD or *Vpa*CspA/D-independent regulation in *V. parahaemolyticus* CHN25 at low temperatures. 

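The 3 regulators that changed in all 3 mutants were CpxR (VpaChn25A_0149), which was lower in each, and VpaChn25A_1311 and VpaChn25_1130, which were higher in each. VpaChn25A_1311 had ratios of 2.44 in Δ*VpacspA*, 7.57 in Δ*VpacspD* and 4.11 in Δ*VpacspAD*, and VpaChn25_1130 of 2.31, 2.79 and 3.55. The 5 regulators that were higher in Δ*VpacspA* and Δ*VpacspD* and did not pass the criteria in Δ*VpacspAD* were VpaChn25_0582, VpaChn25_1250, VpaChn25_1640, VpaChn25_2042 and VpaChn25_2717. Their ratios ran from 2.03 to 4.24 in Δ*VpacspA* and from 2.04 to 8.21 in Δ*VpacspD*. Over all genes, 19 were higher and 31 lower in all 3 mutants. The 3 ratios of a gene share the wild-type library.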

The molecular responses of bacteria to external environmental signals are complex, but two-component signal transduction systems reportedly play important roles in low-temperature adaptation by several bacteria [39–41]. In this study, the expression of a cytosolic response regulator, CpxR (VpaChn25A_0149), which belongs to the two-component Cpx-envelope stress system [42], was repressed in the three mutants. 

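The CpxR gene (VpaChn25A_0149), on chromosome 2 from 156838 to 157503, had 1355 reads in the wild type, 261 in Δ*VpacspA* and 473 in Δ*VpacspD*. Its ratio was 0.221 (95% interval 0.193 to 0.253) in Δ*VpacspA*, 0.306 (0.275 to 0.340) in Δ*VpacspD* and 0.419 (0.380 to 0.462) in Δ*VpacspAD*. Against the geometric mean of the other 3 libraries, the ratio of VpaChn25A_0149 in Δ*VpacspAD* was 1.03, since the gene was lower in the single-gene mutants too.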

The Cpx system responds to a broad range of environmental stimuli (e.g., pH, salt, metals, lipids and misfolded proteins) that cause perturbation of the envelope [43]. In this study, our data showed positive regulation of CpxR by both *Vpa*CspA and *Vpa*CspD, which may have protected envelope-bound proteins from low-temperature damage.

Taken together, our transcriptome data revealed a complex molecular regulatory network that was specifically, coordinately or antagonistically modulated by *Vpa*CspA and *Vpa*CspD during low-temperature adaptation by *V. parahaemolyticus*. Numerous regulators, which act as activators or repressors in response to multiple environmental stressors in bacteria, were also elicited in the three mutants. A future in-depth regulatory network analysis will improve our understanding of low-temperature adaptation mechanisms in *V. parahaemolyticus*.

### Possible low-temperature adaptation mechanisms that are mediated by *Vpa*CspA and *Vpa*CspD in *V. parahaemolyticus* CHN25

The most common strategy that has been adopted by bacteria to survive a low-temperature environment is the accumulation of compatible solutes (e.g., GB, choline, carnitine, and mannitol) by uptake or biosynthesis [11]. In this study, a similar low-temperature strategy by *V. parahaemolyticus* CHN25 was observed (Fig. 4). 

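All 6 genes from VpaChn25A_0568 to VpaChn25A_0573, on chromosome 2 from 612350 to 619249, were lower in Δ*VpacspA*, with ratios of 0.240 to 0.478 and a median of 0.347, below all 10000 random lists. The run was chosen for genes that the paper named as lower in Δ*VpacspA*, so that position was largely fixed in advance. They hold the genes for BetI, betaine aldehyde dehydrogenase, choline dehydrogenase and a glycine betaine-binding ABC transporter. Their median ratio was 0.497 in Δ*VpacspD*, where 3 passed the criterion, and 0.964 in Δ*VpacspAD*, where none did. The BCCT genes VpaChn25_1793 and VpaChn25_1442 had ratios of 0.232 and 0.353 in Δ*VpacspA*, and the glycine betaine transporter genes VpaChn25_1714 and VpaChn25_1715 of 0.492 and 0.462. Outside the glycine betaine genes, the 5 genes VpaChn25_1344 to VpaChn25_1348, which the paper describes as oligopeptide ABC transporter genes, had ratios of 0.208 to 0.372 in Δ*VpacspA*. In Δ*VpacspAD* their ratios were 1.91 to 2.67, and 1 of the 5 passed the criterion.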

For example, seven genes that were associated with GB biosynthesis, BCCT and GB-binding ABC transporters were significantly inhibited in the Δ*VpacspA* mutant, which indicated that *Vpa*CspA likely stimulated cellular GB accumulation to adjust the hydration level of the cytoplasm and to protect the bacterium from low-temperature damage.

**Fig. 4:**
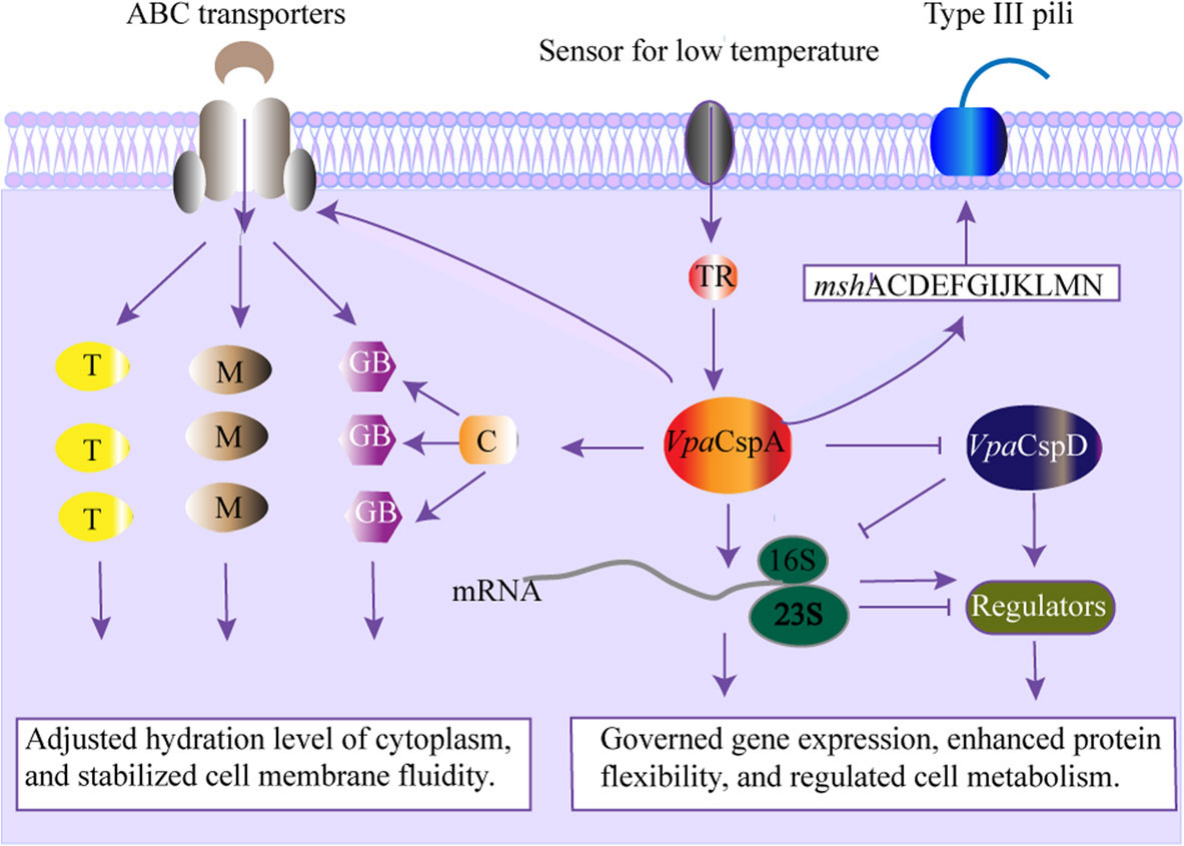
The possible *Vpa*CspA and *Vpa*CspD-mediated molecular mechanisms that underlie low-temperature adaptation by *V. parahaemolyticus* CHN25. T, trehalose; M, mannitol; GB, glycine betaine; C, cAMP regulator protein; TR, transducer; 16S and 23S, rRNA subunits

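The genes *glpQ* (VpaChn25_2245), *glpF* (VpaChn25_2248), *glpK* (VpaChn25_2249) and *glpD* (VpaChn25_2251) lay within 7 consecutive genes of chromosome 1 from 2555057 to 2563546. Their counts in the wild type were high, from 15277 reads for *glpQ* to 56165 for *glpK*. Of the 7 genes, 5 were lower in Δ*VpacspA*, 6 in Δ*VpacspD* and 6 in Δ*VpacspAD*, with median ratios of 0.224, 0.0711 and 0.0636, each below all 10000 random lists. The DeoR family regulator gene VpaChn25_2250 between *glpK* and *glpD* had ratios of 0.966, 0.945 and 1.09. The ratio in Δ*VpacspAD* was the lowest of the 3 mutants for *glpQ*, *glpF* and *glpK*, while for *glpD* the lowest ratio was that of Δ*VpacspD*, at 0.0302 against 0.0636 in Δ*VpacspAD*.

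**Figure D5:**
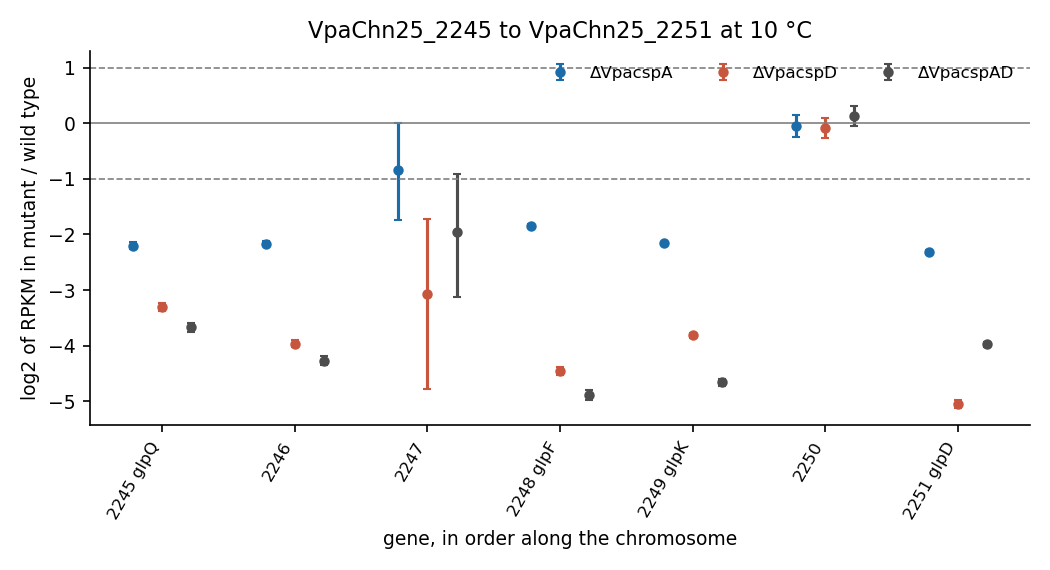
Log2 of the ratio of RPKM to the wild type for VpaChn25_2245 to VpaChn25_2251 in the 3 mutants at 10 °C, in their order on chromosome 1. Points are single libraries, error bars are 95% Clopper-Pearson intervals of the reads, and dashed lines mark ratios of 2 and 0.5. For *glpD* the point of Δ*VpacspD* lies below that of Δ*VpacspAD*, and VpaChn25_2250 lies near 0 in all 3 mutants.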

Interestingly, in this study, the glycerophospholipid metabolism-associated *glpDFKQ* genes were more strongly inhibited in Δ*VpacspAD* than in the Δ*VpacspA* or Δ*VpacspD* mutants, which indicated a coordinated low-temperature activation of the genes by *Vpa*CspA and *Vpa*CspD. For example, expression of the *glpF* gene (*VpaChn25_2248*), which encodes a glycerol uptake facilitator and functions in substrate equilibration between the extracellular and intracellular spaces [44], was down-regulated in Δ*VpacspA* (0.2794-fold), strongly suppressed in Δ*VpacspD* (0.0457-fold), and suppressed in Δ*VpacspAD* (0.0337-fold). Similarly, the *glpQ* and *glpD* genes encode a glycerophosphodiester phosphodiesterase (VpaChn25_2245) and a glycerol-3-phosphate dehydrogenase (VpaChn25_2251), and they catalyse sn-glycero-3-phosphocholine to choline and sn-glycerol-3-phosphate (G3P) and G3P to dihydroxyacetone phosphate (DHAP), respectively. 

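The *glpF* gene (VpaChn25_2248) had 30770 reads in the wild type, 7483 in Δ*VpacspA*, 1604 in Δ*VpacspD* and 1085 in Δ*VpacspAD*. Its ratio was 0.279 (95% interval 0.272 to 0.287), 0.0457 (0.0434 to 0.0480) and 0.0337 (0.0317 to 0.0358), respectively. The intervals of Δ*VpacspD* and Δ*VpacspAD* did not overlap, although they cover counting error only. Against the geometric mean of the other 3 libraries, VpaChn25_2248 had a ratio of 2.42 in Δ*VpacspA*. That mean includes Δ*VpacspD* and Δ*VpacspAD*, where the gene was lower still, so the value does not bear on the fall from the wild type.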

Expression of the *glpQ* and *glpD* genes was also more strongly inhibited in Δ*VpacspAD* (0.0787- and 0.0636-fold, respectively) than in Δ*VpacspA* (0.2175- and 0.2013-fold, respectively) or Δ*VpacspD* (0.1011- and 0.0302-fold, respectively), indicating a positively superposed regulation of the choline biosynthesis genes by *Vpa*CspA and *Vpa*CspD; this may have resulted in an increase in cellular compatible solutes to maintain cell membrane integrity at low temperatures. However, the decreased DHAP indirectly led to increased biofilm formation and contributed to several survival advantages under various environmental and energy insults in several other bacteria [45, 46]. Moreover, the *glpK* gene, which encodes a glycerol kinase (VpaChn25_2249) that catalyses glycerol to G3P, showed similar expression profiles in all three mutants, which probably resulted in attenuated cellular G3P accumulation at low temperatures. 

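For *glpQ* (VpaChn25_2245), 15277 reads were counted in the wild type, 2892 in Δ*VpacspA*, 1763 in Δ*VpacspD* and 1258 in Δ*VpacspAD*, ratios of 0.218, 0.101 (95% interval 0.0962 to 0.106) and 0.0787 (0.0742 to 0.0833). For *glpD* (VpaChn25_2251), the reads were 54109, 9480, 1867 and 3600, ratios of 0.201, 0.0302 (0.0288 to 0.0316) and 0.0636 (0.0614 to 0.0657). The order of Δ*VpacspD* and Δ*VpacspAD* therefore differed between the genes. Against the geometric mean of the other 3 libraries, the ratios in Δ*VpacspA* were 1.09 for VpaChn25_2245 and 1.62 for VpaChn25_2251. Both genes were lower still in Δ*VpacspD* and Δ*VpacspAD*, which enter that mean, so these values do not bear on the fall from the wild type.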

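The *glpK* gene (VpaChn25_2249) had 56165 reads in the wild type, 10965 in Δ*VpacspA*, 4562 in Δ*VpacspD* and 2326 in Δ*VpacspAD*. The ratio was 0.224 (95% interval 0.220 to 0.229) in Δ*VpacspA*, 0.0711 (0.0690 to 0.0733) in Δ*VpacspD* and 0.0396 (0.0379 to 0.0412) in Δ*VpacspAD*. In Δ*VpacspA*, the ratio of VpaChn25_2249 to the geometric mean of the other 3 libraries was 1.59, since that mean includes Δ*VpacspD* and Δ*VpacspAD*, where the gene was lower still.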

G3P has been reported to mediate catabolite repression through adenylate cyclase inhibition, which leads to decreases in 3’-5’-cyclic adenosine monophosphate (cAMP) and inactivation of the cAMP receptor protein (CRP); CRP is a global regulator that participates in sugar metabolism and plays an important role in cold adaptation by *E. coli* [44].

Protective roles for trehalose in response to low-temperature, heat and osmotic stressors have been reported, including prevention of the denaturation and aggregation of specific proteins, in vivo activity as a free radical scavenger, and stabilisation of cell membrane fluidity [47]. In this study, expression of the trehalose (maltose)-specific transporter subunit II BC components (VpaChn25_0668) was down-regulated in the Δ*VpacspA* (0.2935-fold) and Δ*VpacspD* (0.4181-fold) mutants, indicating the positive regulation of trehalose-specific transport by *Vpa*CspA and *Vpa*Csp*D* to promote bacterial adaptation to a low-temperature environment. Nevertheless, the gene showed an opposite expression pattern in the Δ*VpacspAD* mutant (3.948-fold), which implied unknown regulatory mechanisms in the Δ*VpacspAD* mutant by which trehalose was transported.

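VpaChn25_0668 had 3161 reads in the wild type, 809 in Δ*VpacspA* and 1509 in Δ*VpacspD*, ratios of 0.294 (95% interval 0.272 to 0.318) and 0.418 (0.393 to 0.445). The next gene, the trehalose-6-phosphate hydrolase gene VpaChn25_0669, had ratios of 0.381 in Δ*VpacspA* and 0.516 in Δ*VpacspD*.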

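In the Δ*VpacspAD* library, VpaChn25_0668 had 13064 reads against 3161 in the wild type, a ratio of 3.95. The neighbour VpaChn25_0669 had 32757 reads against 6934, a ratio of 4.51 (4.40 to 4.63).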

Biofilm formation is related to bacterial survival in various environments. It has been reported that type IV pili (TFP) played an important role in the biofilm formation of *V. parahaemolyticus* [48]. In this study, the complete genome sequence analysis revealed a mannose-sensitive hemagglutinin gene cluster (*mshACDEFGIJKLMN*) that was required for TFP formation in *V. parahaemolyticus* CHN25. 

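The files annotate 15 genes as *msh* pilus genes, of which 14 lie on chromosome 1 between VpaChn25_2622 and VpaChn25_2637. In Δ*VpacspA*, these 14 were all lower, with ratios of 0.277 for the *mshA* gene VpaChn25_2626 (95% interval 0.252 to 0.304) to 0.483 for the *mshF* gene VpaChn25_2629 (0.445 to 0.523). The median over the 15 genes was 0.394, below all 10000 random lists. A second *mshA* copy on chromosome 2, VpaChn25A_0691, had a ratio of 0.944. Between these 14 genes, VpaChn25_2627 (V10 pilin) and VpaChn25_2628 had ratios of 0.524 and 0.608 and did not pass the criterion. None of the 15 genes passed it in Δ*VpacspD* or Δ*VpacspAD*, where the median ratio was 0.821 and 1.53 and stood at percentiles 20.3 and 99.6 of random lists.

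**Figure D6:**
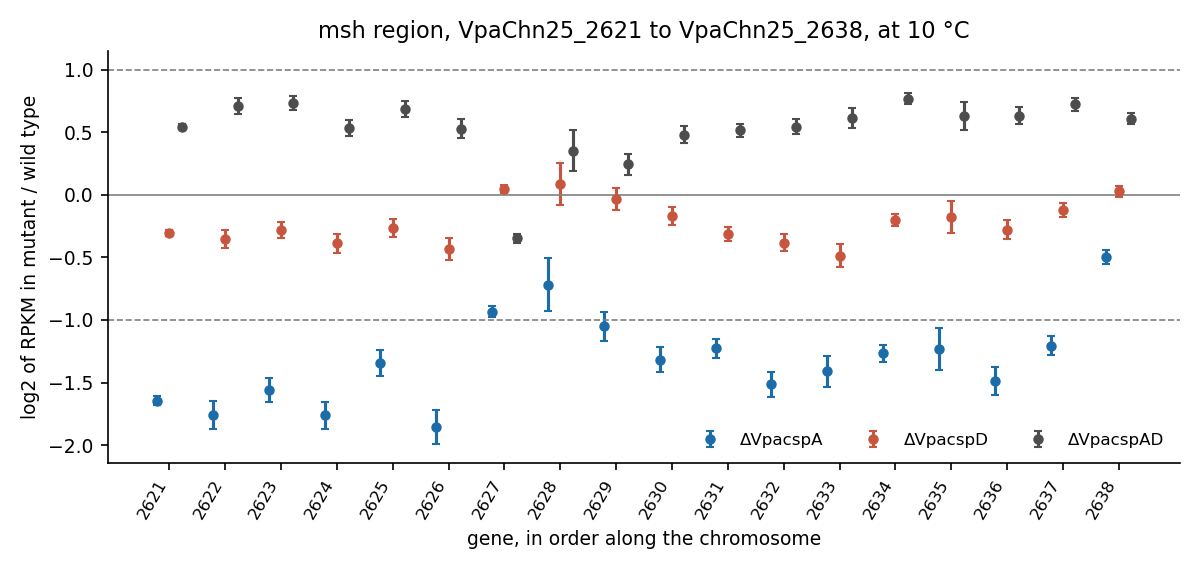
Log2 of the ratio of RPKM to the wild type for VpaChn25_2621 to VpaChn25_2638 in the 3 mutants at 10 °C, in their order on chromosome 1. Points are single libraries, error bars are 95% Clopper-Pearson intervals of the reads, and dashed lines mark ratios of 2 and 0.5. In Δ*VpacspA*, VpaChn25_2621 to VpaChn25_2626 and VpaChn25_2629 to VpaChn25_2637 lie below the lower dashed line.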

Interestingly, the *msh* gene cluster was significantly down-regulated in the Δ*VpacspA* mutant, which indicated a positive regulation of TFP by *Vpa*CspA. The enhanced biofilm formation likely increased the persistence of *V. parahaemolyticus* in the aquatic environment by enhancing low-temperature colonisation of environmental surfaces [49].

Additionally, our transcriptome data also revealed several other molecular mechanisms that facilitated the low-temperature survival of *V. parahaemolyticus* CHN25 (Fig. 4). For example, *Vpa*CspD negatively regulated arginine and proline metabolism, which likely resulted in increased cellular protein flexibility and stability so that efficient functionality could be maintained at the low temperature.

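In the files, all 8 genes that Table 2 lists for arginine and proline metabolism in Δ*VpacspD* were higher there, with a median ratio of 3.00, and 5 of them were also higher in Δ*VpacspA*, with a median ratio of 2.90 over the 8 genes. In Δ*VpacspAD*, 3 of the 8 were lower, with a median of 0.566.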

## Conclusions

This study is the first to describe the complete 5,443,401-bp genome sequence (45.2% G + C) of *V. parahaemolyticus* CHN25 (serotype: O5:KUT), which consists of two circular chromosomes and three plasmids with 4,724 predicted protein-encoding genes. One dual-gene and two single-gene deletion mutants of the main CSPs, *Vpa*CspA and *Vpa*CspD, in *V. parahaemolyticus* CHN25 were successfully constructed. Our data demonstrated that *Vpa*CspA was a primary CSP in the bacterium, whereas *Vpa*CspD functioned as a growth inhibitor at 10 °C. Moreover, *VpacspD* gene expression was negatively regulated by *Vpa*CspA. A global-level transcriptomic analysis revealed distinct gene expression profiles among the three mutants. Approximately 12.4% of the expressed genes in *V. parahaemolyticus* CHN25 were significantly altered in the Δ*VpacspA* mutant at 10 °C, including those involved in amino acid degradation, ABC transporters, secretion systems, sulphur metabolism and glycerophospholipid metabolism. The low temperature elicited significant changes in expression of 10.0% of the genes from the Δ*VpacspD* mutant, including genes that were involved in the phosphotransferase system and in nitrogen and amino acid metabolism. The following major altered metabolic pathways in the Δ*VpacspAD* mutant radically differed from those in the single-gene mutants at 10 °C: TCA; PTS; butanoate metabolism; fructose and mannose metabolism; pyruvate, cysteine and methionine metabolism; arginine and proline metabolism; alanine, aspartate and glutamate metabolism; and oxidative phosphorylation. The transcriptome profile comparisons further revealed numerous DEGs that were shared among the three mutants and DERs that were specifically, coordinately and or antagonistically mediated by *Vpa*CspA and *Vpa*CspD at a low temperature. *V. parahaemolyticus* appears to have evolved several molecular strategies with a complex gene regulation network for coping with cold-induced damage. The results from this study improve our understanding of the genetic basis for low-temperature survival of the most common seafood-borne pathogens worldwide.

## Methods

### Bacterial strains, plasmids and culture conditions

*Escherichia coli* DH5α *λpir* (BEINUO Biotech (Shanghai) CO., LD. Shanghai, China) was used as a host strain for DNA cloning. The pDS132 plasmid [50] (a kind gift from Professor Dominique Schneider) was used as a suicide vector to construct the gene deletion mutants. *E. coli* β2155 *λpir* [51] (a kind gift from Professor Weicheng Bei) was used as a donor strain in the conjugation experiments. The pMMB207 plasmid [52] (Biovector Science Lab, Inc., Beijing, China) was used as a expression vector to construct the reverse mutants. *V. parahaemolyticus* CHN25 was isolated and characterised by Song et al. [15], Sun et al. [16] and He et al. [17] and modified for mutant construction by Sun et al. (unpublished). The bacterium was positive for the *tlh* gene but contained no toxic *tdh* and *trh* genes [15]. The *E. coli* strains were routinely incubated in Luria-Bertani (LB) medium (1% NaCl, pH 7.2) [53] at 37 °C, and the *V. parahaemolyticus* strains were grown in LB medium (3% NaCl, pH 8.5). The diaminopimelic acid (DAP) auxotrophic *E. coli* strains were grown in LB medium that contained 0.3 mM DAP (Sigma-Aldrich, MO, USA). The medium was supplemented as needed with chloramphenicol to a final concentration of 30 μg/mL for *E. coli* and 5 μg/mL for *V. parahaemolyticus*. Growth curves were determined as previously described [16].

### Genome sequencing, assembly, gene functional annotation, and comparative genome analysis

Whole-genome sequencing of *V. parahaemolyticus* CHN25 was performed at the Chinese National Human Genome Centre (Shanghai, China) using the Genome Sequencer FLX (GS-FLX) system (Roche, Mannheim, Germany), which yielded 177,497 reads with a genome sequencing depth of 22-fold. The sequencing reads were assembled using the Newbler V2.3 software [54]. Gap closure was performed by primer walking and combinatorial PCR as previously described [55]. The final genome assembly was performed using the Phred-Phrap-Consed software packages [56]. Protein-coding genes were predicted using the EasyGene software [57], and functional assignments were inferred based on standalone Basic Local Alignment Search Tool (BLAST) ( http://www.ncbi.nlm.nih.gov/BLAST) searches against the SWISS-PROT, GenBank, Clusters of Orthologous Groups of proteins (COGs) [58], and Pfam databases [59]. The rRNA genes were annotated using the FgenesB tool (http://softberry.com/), and tRNA genes were detected using the tRNAscan-SE programme [60]. IS elements were identified using the IS Finder [VC41]. Prophage-associated genes were predicted using Prophage finder (http://phast.wishartlab.com/). The clustered regularly interspaced short palindromic repeats (CRISPRs) were identified using the CRISPRFinder [61]. Potential virulence factors were detected using the Virulence Factor database (http://www.mgc.ac.cn/VFs/). Whole genome sequence alignments were performed using MUMmer3.2.3 software (http://www.tigr.org/software/mummer/) [62].

### Deletion of the *VpacspA* and *VpacspD* genes in *V. parahaemolyticus* CHN25

Genomic DNA was prepared using the Biospin Bacteria DNA Extraction Kit (BIOER Technology, Hangzhou, China). Plasmid DNA was isolated using the TaKaRa MiniBEST Plasmid Purification Kit Version 3.0 (Japan TaKaRa BIO, Dalian Company, China). A markerless deletion mutant of the *VpacspA* gene was constructed by homologous recombination (Philippe et al. 2004). Based on the *VpacspA* gene sequence (213 bp, assigned to VpaChn25A_0413) of the *V. parahaemolyticus* CHN25 genome, primer pairs were designed (*cspA*-up-F/*cspA*-up-R and *cspA*-down-F/*cspA*-down-R) to target the upstream (528 bp) and downstream (513 bp) sequences, respectively, of the *VpacspA* gene (see Additional file 4: Table S2). The amplified PCR products were individually digested with corresponding restriction endonucleases (TaKaRa), purified, and ligated into the pDS132 *Xba*I and *Sac*I cloning sites as previously described [50, 63]. The ligated DNA was transformed into *E. coli* DH5α *λpir* competent cells using the heat-shock method [52]. Positive transformants were screened by colony PCR. The recombinant plasmid, pDS132 + Δ*VpacspA,* was subsequently prepared and transformed into DAP auxotroph *E. coli* β2155 competent cells. Plate mating assays were performed using *E. coli* β2155 (pDS132 + Δ*VpacspA*) as the donor and modified *V. parahaemolyticus* CHN25 as the recipient, as previously described [15, 50]. Mating was performed at 37 °C for 12 h on LB plates (1.5% NaCl, pH 7.2) that contained 0.3 mM DAP. Cells that were grown on the mating plates were transferred onto LB plates (3% NaCl, pH 8.5) that contained 5 μg/mL chloramphenicol, which enabled the optimal growth of *V. parahaemolyticus* CHN25. Transconjugants were then inoculated into LB broth (3% NaCl, pH 8.5) without chloramphenicol and incubated overnight; serial dilutions were spread onto the selective LB agar plates, which were supplemented with 10% (wt/vol) sucrose. Exconjugants with successful double crossover deletions of the *VpacspA* gene were screened by colony PCR using the *cspA*-up-exF and *cspA*-down-exR primer pair and confirmed by DNA sequencing. The 219-bp *VpacspD* gene (VpaChn25_1036) deletion was carried out using the method described above with the primer designs listed in Additional file 4: Table S2. Furthermore, the *VpacspD* gene was also deleted from the Δ*VpacspA* mutant to create the dual-gene deleted Δ*VpacspAD* mutant.

### Construction of the reverse mutants of the *VpacspA* and *VpacspD* genes in *V. parahaemolyticus* CHN25

The *VpacspA* gene was amplified from the genomic DNA of *V. parahaemolyticus* CHN25 by PCR with the *cspA*-com-F and -R primers (Additional file 4: Table S2). The PCR product was, digested with corresponding restriction endonucleases (TaKaRa), purified, and ligated into the expression vector pMMB207 at the *Sac*I and *Xba*I cloning sites. The ligated DNA was transformed into *E. coli* DH5α and positive transformants were screened as described above. The recombinant plasmid pMMB207 + *VpacspA* was then prepared and transformed into the Δ*VpacspA* mutant by electrotransformation. The competent cells of the Δ*VpacspA* mutant was prepared according to the method Hamashima et al. [64] with minor modification. Briefly, the Δ*VpacspA* mutant was inoculated into 5 mL Mueller-Hinton Broth (MHB, 3% NaCl, pH7.0) (Beijing Land Bridge Technology Co., Beijing, China) and incubated at 37 °C. The overnight culture was then collected by centrifugation at 2,700 g for 4 min, 4°C, and the cell pellet was suspended and washed with cooled EP buffer (272 mM sucrose, 1 mM MgCl_2_, 7 mM KH_2_PO_4_-Na_2_HPO_4_, pH 7.4) for three times. The washed cells were finally suspended with 8 mL cooled EP buffer, and 200-μL aliquots of the cells were stored at −80 °C. The electrotransformation was performed according to the method [64]. Briefly, 1 μg DNA of the plasmid pMMB207 + *VpacspA* was added into 200 μL competent cells of the Δ*VpacspA* mutant, and incubated on ice for 15 min. The electrotransformation was performed at 25 ms, 1.5 kV,100 Ω,25 μF conditions using the Gene Pluser XCell (Bio-Rad,USA). Subsequently, 500 μL prewarmed MHB (3% NaCl, pH7.0) was quickly added into the electrotransformation mixture, and incubated at 37 °C for 1 h. The cell culture was then spread onto MHB agar plates supplemented with 5 μg/mL chloramphenicol, and cultured at 37 °C overnight. The positive electrotransformant (Δ*VpacspA*-com mutant) were screened by colony PCR with primers *cspA*-com-FR and *tlh*-FR, and confirmed by DNA sequencing analysis. Similarly, the reverse mutant Δ*VpacspD*-com was also constructed with the *cspD*-com-F and -R primers (Table S2) using the same methods described above.

### Illumina RNA sequencing

Bacterial cells were cultured at 10 °C until they reached their logarithmic growth phase and were collected by centrifugation. Total RNA was prepared using the RNeasy Protect Bacteria Mini Kit (QIAGEN Biotech Co. Ltd., Hilden, Germany) and QIAGEN RNeasy Mini Kit (QIAGEN) according to the manufacturer’s protocols. The DNA was removed from the samples with the RNase-Free DNase Set (QIAGEN). Three independently prepared RNA samples were used in each Illumina RNA-sequencing experiment. A wild-type strain that was cultured under identical conditions was used as the control.

The sequencing library construction and Illumina sequencing were conducted at Shanghai Biotechnology Co., Ltd. (Shanghai, China) according to the TruSeq^TM^RNA Sample Preparation Guide (Illumina, San Diego, CA, USA). The abundant 16S and 23S rRNA were depleted using the Ribo-Zero rRNA Removal Kit (Epicentre Biotechnologies, Madison, WI, USA). First-strand cDNA was synthesised using SuperScript II Reverse Transcriptase (Invitrogen, Grand Island, NY, USA) with random hexamer primers. AMPure XP Beads (Beckman Coulter, Beverly, MA, USA) were used to isolate double-stranded cDNA that was synthesised with the Second Strand Master Mix (Invitrogen). The cDNA fragments underwent an end-repair process to convert the overhangs into blunt ends. A single “A” nucleotide was added to the 3’ ends of each blunt fragment to prevent them from ligating to one another during the adapter ligation reaction. The adapters (data not shown) with corresponding single “T” nucleotides on their 3’ ends were ligated, and PCR reactions were performed to enrich the DNA fragments that contained adapter molecules on both ends. Prepared sequencing libraries were quantified with a Qubit^R^ 2.0 Fluorometre (Invitrogen) and validated using the Agilent High-Sensitivity DNA assay on the Agilent Bioanalyser 2100 system (Agilent Technologies, Santa Clara, CA, USA). Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina). Sequencing was conducted using an Illumina HiSeq 2500 platform, which generated 2 × 100-bp paired-end reads. High quality reads that passed the Illumina quality filters were used for sequence analyses.

### Data analysis

Quality filtration of raw RNA-seq data were performed using the FASTX-Toolkit version 0.0.13 (http://hanonlab.cshl.edu/fastx_toolkit/index.html) to remove the sequencing adapters, identical and low-quality reads, and ribosomal RNA sequences. The resulting clean reads were aligned to the *V. parahaemolyticus* CHN25 genome using the Bowtie2 version 2.0.5 software (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml). Gene transcriptional abundance of assembling transcripts was estimated according to the reads per kilobase of exon model per million mapped reads (RPKM) method described by Mortazavi et al. [65]. The fold-change was determined for each gene by calculating the ratio of the RPKM values between the sample and the control. The genes with criteria fold-changes ≥ 2.0 or ≤ 0.5 and *p*-values < 0.05 relative to the control were defined as DEGs. These DEGs were used for GSEA against the KEGG database (http://www.genome.jp/kegg/), and significantly changed metabolic pathways were identified when the enrichment test p-value fell below 0.05, which was validated by eBioservice (http://sas.ebioservice.com/portal/root/molnet_shbh/index.jsp) (Shanghai Biotechnology Co., Ltd., Shanghai, China) [16].

### Real-time reverse transcription PCR

Selected DEGs and significantly enriched genes in the transcriptome-sequencing analysis were validated by qRT-PCR. Oligonucleotide primers were designed using the Primer 5.0 software (http://www. premierbiosoft.com/) (see Additional file 5: Table S3) and synthesised by Shanghai Sangon Biological Engineering Technology Services Co., Ltd. (Shanghai, China). The conditions that were utilised to grow the cells for the qRT-PCR analysis were identical to those used for Illumina RNA sequencing. The qRT-PCR reactions were performed as previously described [16]. Primer specification was confirmed by agarose gel electrophoresis and melting curve analyses, and qRT-PCR amplification efficiencies (E) were analysed using the Applied Biosystems 7500 software programme (Applied Biosystems, Foster City, CA, USA). The relative expression ratio (*R*) of the target gene was calculated based on E and the crossing point (CP) deviation of the sample versus the control, and it was expressed relative to the reference gene using the delta-delta threshold cycle (C_T_) method as previously described by Pfaffl [66]. The 16S rRNA gene was used as the reference gene, as previously described [67]. All determinants were performed in triplicate.

## Additional files

Additional file 1: Figure S1. Circular maps of the *V. parahaemolyticus* CHN25 chromosomes. (a) and (b) represent the larger and smaller chromosomes of *V. parahaemolyticus* CHN25, respectively. Each circle in the grey lines, except for the two innermost circles, illustrates specific features on the plus (*outer region*) and minus (*inner region*) strands. The lines and boxes in the three outermost circles are coloured according to the COG categories. The circles indicate the following from the outside inwards: first circle, predicted protein-coding genes; second circle, classified essential genes, including cell division, replication, transcription, translation, and amino acid metabolism; third circle, tRNA genes and rRNA operons; fourth circle, GC-skew (*values above zero are red, values below zero are blue*); fifth circle, GC content.

Additional file 2: Figure S2. Circular maps of the *V. parahaemolyticus* CHN25 plasmids. (a)-(c): each circle in the grey lines, except for the two innermost circles, illustrates specific features on the plus (*outer region*) and minus (*inner region*) strands. Lines and boxes in the three outermost circles are coloured according to the COG categories. The circles indicate the following from the outside inwards: first circle, predicted protein-coding genes; second circle, GC-skew (*values above zero in red, values below zero in blue*); and third circle, GC content.

Additional file 3: Table S1. The DERs in the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants of *V. parahaemolyticus* CHN25 at low temperatures.

Additional file 4: Table S2. Oligonucleotide primers for mutant construction used in this study.

Additional file 5: Table S3. Oligonucleotide primers used for the RT-PCR analysis in this study.

## Abbreviations

ABC: ATP-binding cassette
BCCTs: Betaine-choline-carnitine transporters
BLAST: basic local alignment search tool
cAMP: 3’-5’-cyclic adenosine monophosphate
COGs: clusters of orthologous groups
CP: crossing point
CRISPRs: clustered regularly interspaced short palindromic repeats
CRP: cAMP receptor protein
CSPs: Cold shock proteins
DAP: Diaminopimelic acid
DEGs: Differentially expressed genes
DHAP: Dihydroxyacetone phosphate
GB: Glycine betaine
G3P: Sn-glycerol-3-phosphate
GSEA: Gene set enrichment analysis
ISs: Insertion sequences
R-M: Restriction and modification
KEGG: Kyoto encyclopaedia of genes and genomes
PTS: Phosphotransferase system
TCA: Tricarboxylic acid cycle
TFP: Type IV pili
TSS: Secretion system types

# Supplementary material for: Genomic and transcriptomic analyses reveal distinct biological functions for cold shock proteins (VpaCspA and VpaCspD) in Vibrio parahaemolyticus CHN25 during low-temperature survival
**Source:** BMC Genomics. 2017 Jun 5;18:436. doi: 10.1186/s12864-017-3784-5
**Supplement:** Supplementary file 3 — The DERs in the ΔVpacspA, ΔVpacspD and ΔVpacspAD mutants of V. parahaemolyticus CHN25 at low temperatures.

**Additional file 3: Table S1** The DERs in the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants of *V. parahemolyticus* CHN25 grown at the low temperature

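The table gives, for each regulator gene and each mutant, the ratio of RPKM between the mutant and the wild type at 10 °C, and leaves a dash where the gene did not meet both the fold change and the p-value. Of its 87 values, 83 equalled the ratio computed from the files to the last digit printed.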

“-”, not significantly changed.

# Supplementary material for: Genomic and transcriptomic analyses reveal distinct biological functions for cold shock proteins (VpaCspA and VpaCspD) in Vibrio parahaemolyticus CHN25 during low-temperature survival
**Source:** BMC Genomics. 2017 Jun 5;18:436. doi: 10.1186/s12864-017-3784-5
**Supplement:** Supplementary file 4 — Oligonucleotide primers for mutant construction used in this study.

**Additional file 4: Table S2** Oligonucleotide primers for mutant construction used in this study

| **Primer** | **Sequence (5’-3’)a** | **Gene location** | **PCR product (bp)** b |
| --- | --- | --- | --- |
| *cspA*-up-F | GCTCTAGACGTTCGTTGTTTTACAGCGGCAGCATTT | VpaChn25C2_446210-446791 | 599 |
| *cspA*-up-R | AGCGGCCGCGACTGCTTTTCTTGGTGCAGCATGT |  |  |
| *cspA*-down-F | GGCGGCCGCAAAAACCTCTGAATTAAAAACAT | VpaChn25C2_447005-447517 | 529 |
| *cspA*-down-R | CGAGCTCTCAGCGGTAGGTTGCGATGGAAT |  |  |
| *cspA*-F | TTATAGAGGAGTAACTTCAGTCG | VpaChn25C2_447004-446792 | 213 |
| *cspA*-R | ATGTCTGCTAAAGTAACTGG |  |  |
| *cspA*-up-exF | GCGGAGTGGAAAGGTAGGTGG | VpaChn25C2_446086-447761 | 1463 (1676) |
| *cspA*-down-exR | GCGACCTGCCGCCATCCATT |  |  |
| *cspD*-up-F | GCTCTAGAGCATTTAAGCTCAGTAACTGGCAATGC | VpaChn25C1_1175470-1175975 | 523 |
| *cspD*-up-R | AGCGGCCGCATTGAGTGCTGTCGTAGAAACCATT |  |  |
| *cspD*-down-F | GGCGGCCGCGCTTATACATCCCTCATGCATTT | VpaChn25C1_1176195-1176739 | 561 |
| *cspD*-down-R | CGAGCTCGCGGGCGCGCAAATAAAAGATGG |  |  |
| *cspD*-F | TTACTTGGCTTGGGCTTCA | VpaChn25C1_1176194-1175976 | 219 |
| *cspD*-R | ATGGCTACAGGTACAGTAAAGTGG |  |  |
| *cspD*-up-exF | ACTATTTCTGTAACGGGTAACG | VpaChn25C1_1175237-1176936 | 1481 (1700) |
| *cspD*-down-exR | GAAGATCAGAGTCCGGAGTG |  |  |
| *cspA*-com-F | CGAGCTCTTATAGAGGAGTAACTTCAGTCG | VpaChn25C2_447004-446792 | 228 |
| *cspA*-com-R | GCTCTAGAATGTCTGCTAAAGTAACTGG |  |  |
| *cspD*-com-F | CGAGCTCTTACTTGGCTTGGGCTTCA | VpaChn25C1-1175976-1176215 | 255 |
| *cspD*-com-R | GCTCTAGAATGCATGAGGGATGTATAAGC |  |  |
| *tlh-*F | AAAGCGGATTATGCAGAAGCACTG | VpaChn25C2_245282-245729 | 448 |
| *tlh-*R | ACTTTCTAGCATTTTCTCTGC |  |  |

a underlined sequences represent the recognition sites of restriction endonucleases *Xba*I and *Not*I, *Not*I and *Sac*I that were introduced via the forward and reverse primers, respectively.

b data in the brackets represent the product containing targeted genes.

# Supplementary material for: Genomic and transcriptomic analyses reveal distinct biological functions for cold shock proteins (VpaCspA and VpaCspD) in Vibrio parahaemolyticus CHN25 during low-temperature survival
**Source:** BMC Genomics. 2017 Jun 5;18:436. doi: 10.1186/s12864-017-3784-5
**Supplement:** Supplementary file 5 — Oligonucleotide primers used for the RT-PCR analysis in this study.

**Additional file 5: Table S3** Oligonucleotide primers used for the RT-PCR analysis in this study

| **Locus / gene in**  ***V. parahemolyticus* CHN25** | **Sequence (5 to 3)** | **PCR product length**  **(bp)** |
| --- | --- | --- |
| VpaChn25A_0149-F | AACCATTTGTAATACCGCCC | 266 |
| VpaChn25A_0149-R | AACTGTAGCCTTTGCCTCGA |
| VpaChn25A_0188-F | TGGTGTTCCAGTTGGGGCGGT | 293 |
| VpaChn25A_0188-R | CTTTGGTTGCTTTGTGGATGCCTTG |
| VpaChn25A_0303-F | AGAATACGGTCGGTTTGACTCCCT | 232 |
| VpaChn25A_0303-R | GAAGTCTTTGAAGAGCTAGCGC |
| VpaChn25A_0561-F | CATCTCCGACTCAAAACAATGGCTA | 224 |
| VpaChn25A_0561-R | AAAGCAGTATCGCCAACTCATCGTG |
| VpaChn25A_0568-F | CTTCGTGCGTTGCCAGCAGATG | 286 |
| VpaChn25A_0568-R | TGAGCGTGCCGCGTAGCCATAT |
| VpaChn25A_1312-F | CCTAATGGACGGTCTGACTGC | 279 |
| VpaChn25A_1312-R | GCTTTACCTGCTTCGGTTTCT |
| VpaChn25A_1313-F | TGGAAGGCGAACAGAAAGAGATGG | 351 |
| VpaChn25A_1313-R | CGATTGGTGCAAGCAGTAGGGTA |
| VpaChn25A_1398-F | ACCCACAAGGTCGAAAGAAAGCG | 241 |
| VpaChn25A_1398-R | CGTATCTGGCGAAGGTCACATCA |
| VpaChn25A_1399-F | TACAGGGAATGAGAAGCCGAT | 243 |
| VpaChn25A_1399-R | CCAGCAATCGTAAACGCTTCTAT |
| VpaChn25_0112-F | GCGTTTAGGGTCGGTAGAGAGT | 252 |
| VpaChn25_0112-R | TGGGAAGAGCAAGGTCTGAAC |
| VpaChn25_0068-F | CTATGCCAGCAAACAGCCTTACAGA | 300 |
| VpaChn25_0068-R | CTTGCCAGTTCGGTGTGTAGTTATC |
| VpaChn25_0669-F | ACCTTGGTGTGGATGCGAT | 253 |
| VpaChn25_0669-R | TAGTAGTCACGGTATGGGCTGT |
| VpaChn25_1640-F | GTTCGGAGGTGGCGTAGTTT | 264 |
| VpaChn25_1640-R | TGTCCAGTCAAGGTTTCAGC |
| VpaChn25_1642-F | GAGAGTTTTATCGCGACCTA | 286 |
| VpaChn25_1642-R | TTATCGGACATCACCTTGCC |
| VpaChn25_1716-F | CCGCTCCATGCAGACAAATACA | 256 |
| VpaChn25_1716-R | CGTCCAACTGATGCTCAACCAC |
| VpaChn25_2248-F | GGGAAATCAGTATTGTATGGGGC | 306 |
| VpaChn25_2248-R | AAAGAGAAGCGTGTGGGTAAG |
| VpaChn25_2249-F | AGCGAAAAACACATACGGCACAG | 364 |
| VpaChn25_2249-R | CAGAGTCGCTCGGATAATGTGGT |
| VpaChn25_2988-F | TCTTTGTCGTATTGGCGTAGTAGC | 312 |
| VpaChn25_2988-R | CTTTGAGGTGGATATGTGGGATG |
| 16S rRNA -F | GAAGAAGCACCGGCTAACTCC | 101 |
| 16S rRNA -R | AACAAACCACCTGCATGCG |

How the deposited data were processed for this re-analysis (not part of the article)

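RNA was sequenced from the wild type and from the Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* mutants of *V. parahaemolyticus* CHN25, all grown at 10 °C, with 1 library per strain. The methods state 3 RNA preparations per experiment, and whether they were pooled is not stated. The authors removed adapters, identical reads, low-quality reads and ribosomal sequences with the FASTX-Toolkit 0.0.13 and aligned the remaining reads to the CHN25 genome with Bowtie2 2.0.5. The authors then deposited, for each gene, the count of reads, without normalization. They also deposited the RPKM of each gene, in which the authors divided the count by the gene length and by the sum of the counts of the library. The RPKM recomputed in this way differed from the deposited values by at most 4.92e-06.

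The libraries held 14349608 reads in the wild type, 12487317 in Δ*VpacspA*, 16384589 in Δ*VpacspD* and 15021504 in Δ*VpacspAD*, counted on 4724 genes. Reads were found in at least 1 library for 4613 genes and in all 4 libraries for 4590. The median RPKM was 93.8 in the wild type, 89.4 in Δ*VpacspA*, 86.3 in Δ*VpacspD* and 109 in Δ*VpacspAD*. As a floor for what each depth can show, the level that 3 reads would give was used. With 1 library per strain, the variation between cultures cannot be measured, no test of the difference between strains was made, and no library could be left out in turn.

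The fold change of a gene was the ratio of RPKM between a mutant and the wild type, without pseudocount, for genes with reads in both libraries. A gene was differentially expressed at a ratio of at least 2 or at most 0.5 with a two-sided, unadjusted p-value under 0.05 from Fisher's exact test on the reads of the gene and of the rest of the 2 libraries. The test behind the p-value in the paper is not named in its methods. The 95% intervals are exact Clopper-Pearson intervals of the reads. Groups of genes were compared with 10000 random lists of the same size, drawn from 10 bins of mean expression. Most groups hold genes that the paper named from these same libraries, so their percentiles are no independent support for the paper's choice. Correlations across genes were tested with 100000 permutations, with Benjamini-Hochberg adjustment over 6 coefficients. The rule was tested on simulated data, in which it recovered 99% of 200 genes changed by a factor of 4.

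The genes named in the text were chosen by a rule set before the data were examined: every gene that the paper names, with those of its tables summarised as groups, the 3 genes with the largest and the 3 with the smallest ratio in each mutant, and runs of at least 5 consecutive genes that changed in the same direction. The neighbours of the deleted genes, the third cold shock gene and the plasmid B segment were added afterwards. The alternatives set before the data were examined were a pseudocount of 1 or 0.1, a RPKM of at least 10 in at least 1 library, median-ratio and upper-quartile scaling, Benjamini-Hochberg adjusted p-values, the fold change alone, a fold change of at least 3, the geometric mean of the other 3 libraries as the denominator, random lists without matching, random runs of consecutive genes, and the linear scale for the correlation with qRT-PCR. A Fisher test on rounded RPKM values, with and without the genes lacking reads in 1 library, was chosen after seeing the data. The enrichment analysis against KEGG and the growth curves were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.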

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

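All tests in this part were chosen only after the result was seen. Each strain had 1 library, so a difference between single cultures cannot be excluded for any of the results.

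A segment of plasmid B, VpaChn25_PB28 to VpaChn25_PB48, lost nearly all reads in Δ*VpacspAD*, and the paper does not report on it. Its 21 genes span 40701 bp from 26932 to 67632. They held 81172 reads in the wild type, 43853 in Δ*VpacspA*, 82918 in Δ*VpacspD* and 6 in Δ*VpacspAD*. Lower depth of the Δ*VpacspAD* library was excluded, since 84973 reads would be expected there from the share in the wild type. Filtering or alignment by the authors was excluded, since the other 3 libraries each held at least 43853 reads on the segment. A mislabelled library was excluded, since *VpacspA* and *VpacspD* together had 1 read in it. The RPKM over the segment was 0.0162, while the lowest among the other genes with reads in the wild type, apart from *VpacspA*, was 0.300, which rested on 1 read. Transcription switched off with the segment present would therefore have to be nearly complete, and read counts cannot exclude that. Loss of the segment would leave lost genes only next to each other, and 0 genes outside it, apart from *VpacspA* and *VpacspD*, had lost their reads. The hypothesis that the segment is absent from the Δ*VpacspAD* culture is consistent with these tests, but it cannot be told apart from complete silencing. The tests also cannot tell whether a loss came with the construction of the mutant or later, nor whether changes ascribed to the deletions in Δ*VpacspAD* may owe something to it.

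No reads were counted in any of the 4 libraries on 111 genes. They make up 3 whole elements: plasmid A with 30 genes, plasmid C with 4 and the 77 genes VpaChn25_2302 to VpaChn25_2378 of chromosome 1. Only 19 other genes had fewer than 10 reads in the wild type, and no other gene lacked reads there. Within the 3 elements no gene had a read in any of the 4 libraries, each of at least 12487317 reads. Too little depth would leave zeros among other genes and stray reads within the elements. These counts therefore argue against it for the 111 genes. They do not measure the level of these genes, so a level of nearly 0 across whole elements cannot be excluded. All 111 genes lie in these elements, which would be seen both if the genes were left out of the counting and if they were absent from the strain used. These explanations and a level of nearly 0 across the elements cannot be told apart, and no biological explanation was tested.

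The genes VpaChn25A_0951 to VpaChn25A_0973 were higher in Δ*VpacspD* as well as in Δ*VpacspA*, while the paper names 5 of them, for Δ*VpacspA*. Their median ratio was 5.36 in Δ*VpacspA*, 4.59 in Δ*VpacspD* and 1.85 in Δ*VpacspAD*. An unusual wild-type library was excluded as the sole explanation, since the median ratio of Δ*VpacspA* to Δ*VpacspAD* over the same genes was 3.19. Counting noise at few reads was excluded, since 0 genes of the run had fewer than 100 reads in the wild type. Differences between single cultures remain, and the result cannot be told apart from them.

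The genes VpaChn25_1706 to VpaChn25_1716 were higher in Δ*VpacspD*, with a median ratio of 3.85, against 0.508 in Δ*VpacspA* and 0.984 in Δ*VpacspAD*. In Δ*VpacspD*, 10 of the 11 genes passed the criterion. An unusual wild-type library was excluded as the sole explanation, since the median ratio of Δ*VpacspD* to Δ*VpacspAD* was 3.19. Counting noise at few reads was excluded here too, since 0 of its genes had fewer than 100 reads in the wild type. Differences between single cultures, in osmotic conditions for example, were not tested and cannot be told apart from an effect of the deletion.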

How the results depend on the processing

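All alternatives named here were set before the data were examined, except the Fisher test on rounded RPKM values. The cause was not tested for any of the changes. No paired analysis was possible because each strain had 1 library, and for the same reason no library could be left out in turn. Of the values under alternatives, 426 for the compared counts, percentiles and correlations and 800 for single genes or pathways kept their direction and their side of the criterion or, for counts, stayed within 1.5 times the reported count. An order between higher and lower genes can turn within that range. Of the compared counts, percentiles and correlations, 7 became weaker, 1 became stronger, 35 moved and 3 reversed. Among single genes and pathways, 32 became weaker, 35 moved and 9 reversed. A stronger result could not arise there, since only single genes already past the criterion were followed and pathway counts could only stay or move.

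A fold change of at least 3 lowered the counts of differentially expressed genes to 93 higher and 103 lower genes in Δ*VpacspA* (281 and 344 at a fold change of 2), 92 and 64 in Δ*VpacspD* (246 and 328), and 55 and 95 in Δ*VpacspAD* (393 and 278). The shares of expressed genes fell to 4.25%, 3.38% and 3.25%. Of the overlaps, 0 genes were then higher and 14 lower in all 3 mutants (19 and 31), 0 were higher in Δ*VpacspD* and lower in Δ*VpacspA* (5), 1 was higher in Δ*VpacspA* and lower in Δ*VpacspD* (7), 41 were higher and 27 lower in both (121 and 102), 4 were opposite in Δ*VpacspD* and Δ*VpacspAD* (46) and 5 opposite in Δ*VpacspA* and Δ*VpacspAD* (32). Of the regulators, 8, 7 and 6 remained in Δ*VpacspA*, Δ*VpacspD* and Δ*VpacspAD* (30, 23 and 34).

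In Δ*VpacspA*, the order of the 281 higher and 344 lower genes turned with the scaling, to 373 and 248 after upper-quartile scaling, and after median-ratio scaling the lower genes, 270, were again fewer than the higher ones. Median-ratio scaling changed the number of lower genes in Δ*VpacspD* from 328 to 164, of higher genes in Δ*VpacspAD* from 393 to 156 and of lower genes in Δ*VpacspAD* from 278 to 442. It left 3 genes that were higher in Δ*VpacspA* and lower in Δ*VpacspD* and 59 that were lower in both. After upper-quartile scaling, 3 genes were higher in Δ*VpacspD* and lower in Δ*VpacspA*, and 64 were lower in both. Scaling multiplies all ratios of a mutant by the same factor, so the percentiles among random lists are unaffected by it.

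With the geometric mean of the other 3 libraries as the denominator, 0 genes were higher and 0 lower in all 3 mutants, 18 were higher in Δ*VpacspD* and lower in Δ*VpacspA*, 45 the reverse, 43 were higher and 9 lower in both, 270 were opposite in Δ*VpacspD* and Δ*VpacspAD* and 258 opposite in Δ*VpacspA* and Δ*VpacspAD*. The other mutants enter this denominator, which by construction lowers the counts of shared changes and raises those of opposite ones, so these counts are no check on the shared wild-type library. The ratio turned to the other side of 1 in Δ*VpacspAD* for VpaChn25A_0149 (1.03), VpaChn25A_0561 (0.970) and VpaChn25_2988 (1.03). It did so in Δ*VpacspA* for VpaChn25_2248 (2.42), VpaChn25_2245 (1.09), VpaChn25_2251 (1.62), VpaChn25_2249 (1.59), VpaChn25_PB37 (3.48) and VpaChn25_PB45 (3.55). In each of these cases, another mutant had moved further from the wild type in the same direction. The turn therefore does not bear on the ratio to the wild type. VpaChn25_1036 has no value in Δ*VpacspA* under this alternative, since it had 0 reads in Δ*VpacspD*.

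Among random lists without matching, VpaChn25_1635 to VpaChn25_1640 stood at percentile 60.0 in Δ*VpacspAD* (37.5 with matching), ribosomal protein genes at 76.0 in Δ*VpacspA* (19.9), *msh* genes at 97.3 in Δ*VpacspAD* (99.6) and ABC transporter genes at 98.7 in Δ*VpacspAD* (93.7). Among random runs of consecutive genes, VpaChn25_1635 to VpaChn25_1640 stood at 68.9 in Δ*VpacspAD*, VpaChn25A_0952 to VpaChn25A_0969 at 97.2 in Δ*VpacspAD*, VpaChn25_0837 to VpaChn25_0845 at 96.2 in Δ*VpacspD*, VpaChn25_2762 to VpaChn25_2765 at 92.5 in Δ*VpacspD* and VpaChn25_1371 to VpaChn25_1376 at 3.84 in Δ*VpacspAD*. VpaChn25_2762 to VpaChn25_2765 stood at 97.2 in Δ*VpacspD* with a pseudocount of 1 and at 97.4 with a pseudocount of 0.1 (97.6 without).

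All 215 results recomputed for genes with a RPKM of at least 10 in 1 library stayed on their side of the criterion or, for counts, within 1.5 times the reported count, as did all 56 under adjusted p-values and all 56 under the fold change alone. The Fisher test on rounded RPKM values, chosen after seeing the data, gave counts within 1.5 times the reported ones.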

Differences from the paper's values

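The ratio of *VpacspD* (VpaChn25_1036) in Δ*VpacspA* was 4.38, against the paper's 2.5073. It was 4.37 with a pseudocount of 1, 4.38 with a pseudocount of 0.1 and with a RPKM of at least 10 in 1 library, 4.73 after median-ratio scaling and 4.81 after upper-quartile scaling. None of these alternatives, all set before the data were examined, closed the gap. The geometric mean of the other 3 libraries gave no value, since the gene had 0 reads in Δ*VpacspD*.

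The counts of differentially expressed genes lay within 1.5 times the paper's, though the lower genes in Δ*VpacspD*, 328 against 219, only just did. With the fold change alone they were 334, past that limit. The order in Δ*VpacspD* was also the reverse of the paper's, with 246 higher and 328 lower genes against 242 and 219. The number of lower genes in Δ*VpacspD* equalled the paper's 219 after upper-quartile scaling, but the higher genes there were then 308. The same scaling gave 373 higher and 248 lower genes in Δ*VpacspA*, against the paper's 263 and 309. In Δ*VpacspAD* it gave 300 and 319, against 352 and 289. The number of higher genes in Δ*VpacspD* equalled the paper's 242 with the Fisher test on rounded RPKM values, which was chosen after seeing the values. With that test, the lower genes in Δ*VpacspD* were 242, not 219.

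The paper ranks the inhibition of *glpD* (VpaChn25_2251) as strongest in Δ*VpacspAD*, while its ratio was 0.0302 in Δ*VpacspD* and 0.0636 in Δ*VpacspAD*. The paper gives the loci VpaChn25A_0952, VpaChn25A_0954, VpaChn25A_0966, VpaChn25A_0967 and VpaChn25A_0969 for *yscQRSTU* genes that fell in Δ*VpacspA*. At these loci the ratios were 2.46 to 7.06, while the type III secretion genes VpaChn25_1662 to VpaChn25_1666 had ratios of 0.210 to 0.340. The lowest of these was that of VpaChn25_1664, at 0.210, while the paper's range ends at the value of VpaChn25_1666, 0.211. For Δ*VpacspD*, the paper gives the ratios of VpaChn25_1251 and VpaChn25A_1361 in the opposite order to the files, where they were 2.894 and 2.891. For CpxR (VpaChn25A_0149) in Δ*VpacspAD*, the ratio was 0.419, as in Table 1, while Table S1 gives the value that the files hold for Δ*VpacspD*, 0.306. Of the 65 regulators in Table S1, 34 changed in Δ*VpacspAD*, as many as have a value there, and the text of the paper counts more. Regulators outside Table S1 were not counted here, so the files were not used to check the larger count.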

Other observations

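The tests of chromosome 2 by gene length and by the genes with the most reads, and both tests of gene length in Δ*VpacspAD*, were chosen before their result was seen, and all other tests in this part only after. The neighbours of the deleted genes and the third cold shock gene were chosen after seeing the values. None of the patterns has a replicate.

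Genes of chromosome 2 stood above those of chromosome 1 in Δ*VpacspA* by 0.40 on the log2 scale, in Δ*VpacspAD* by 0.31, and in Δ*VpacspD* the difference was -0.06. In Δ*VpacspA*, the difference was 0.44 between genes of like expression and 0.39 between genes of like length, so neither expression level nor gene length accounted for it. A few genes taking most of the reads would change all ratios by a common factor, which cancels in this difference and cannot produce it. The value of 0.40 without the 100 genes with the most reads in either library could therefore hardly have come out otherwise and adds nothing. A difference in the copy number of the chromosomes or in growth phase between single cultures was not tested, so the pattern cannot be told apart from it.

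In Δ*VpacspAD*, the log2 ratio rose with gene length (Spearman 0.220 across genes), from a median of -0.05 in genes of at most 441 bp to 0.46 in genes of at least 1356 bp. The correlation was -0.0180 in Δ*VpacspA* and 0.0890 in Δ*VpacspD*. It was 0.199 within genes of like expression and 0.207 without the ribosomal protein genes, so neither explained it. A difference in the preparation of the single Δ*VpacspAD* library was not tested and cannot be told apart from an effect of the deletions.

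The log2 ratios of Δ*VpacspA* and Δ*VpacspD* correlated across genes (Spearman 0.492), and both share the wild-type library. With Δ*VpacspA* over the wild type set against Δ*VpacspD* over Δ*VpacspAD*, the correlation was 0.282. The Δ*VpacspAD* library enters that test in place of the wild type, so it cannot tell a shared effect of the deletions from single cultures of the wild type and Δ*VpacspAD* that differed from the others in the same way.

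The genes VpaChn25A_0410, VpaChn25A_0411 and VpaChn25A_0412 beside *VpacspA* had ratios of 0.240, 0.418 and 0.220 in Δ*VpacspA*. In Δ*VpacspAD*, which carries the same deletion, the ratios were 1.10, 0.792 and 0.722, with a median of 0.792. None of the 3 passed the criterion there, but VpaChn25A_0411 and VpaChn25A_0412 stayed below the wild type, with 95% intervals that ended at 0.836 and 0.754, and the median ratio in Δ*VpacspAD* over the genes with reads in all 4 libraries was 1.21. In Δ*VpacspD*, which keeps *VpacspA*, the ratios of the 3 genes were 0.540, 0.598 and 0.654. A weaker effect of the deletion on these genes cannot be excluded. On the other side of *VpacspA*, VpaChn25A_0414 had ratios of 1.96 in Δ*VpacspA*, 0.603 in Δ*VpacspD* and 2.77 in Δ*VpacspAD*. VpaChn25A_0415 and VpaChn25A_0416 had ratios of 0.962 and 1.07 in Δ*VpacspA*, 0.612 and 0.616 in Δ*VpacspD*, and 2.46 and 3.30 in Δ*VpacspAD*. An effect of the deletion on the genes of this side was not tested and cannot be excluded. Beside *VpacspD*, the isocitrate dehydrogenase gene VpaChn25_1035 had a ratio of 3.60 in Δ*VpacspD* and 0.492 in Δ*VpacspAD*. On the other side, VpaChn25_1037 had ratios of 1.13 in Δ*VpacspD* and 0.462 in Δ*VpacspAD*, and VpaChn25_1038 of 0.906 and 0.467. Both mutants carry the *VpacspD* deletion, yet these genes did not change alike in them. That argues against an effect of the deletion on its neighbours as the sole explanation in both mutants. A contribution of such an effect cannot be excluded. The third cold shock gene, VpaChn25A_1149, had ratios of 1.00 in Δ*VpacspA*, 0.722 in Δ*VpacspD* and 1.27 in Δ*VpacspAD*.

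More genes passed the criteria than the paper reports in each count except the lower genes in Δ*VpacspAD*, which were 278 against the paper's 289. The rule leaves out the 20 genes that had reads in the wild type and none in Δ*VpacspAD*. With a pseudocount of 0.1, which keeps such genes, 298 genes were lower there. The absolute differences over the 6 counts of higher and lower genes summed to 218. With p-values computed on rounded RPKM values in place of reads, they summed to 55, so the counts came closer in sum without being equal. The test used in the paper remains unknown.

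For *VpacspD*, one hypothesis is that the paper's value belongs to another gene. VpaChn25_1370, annotated as the repressor PuuR, had a ratio of 2.5073 in Δ*VpacspA*, with 1105 reads in the wild type and 2411 in Δ*VpacspA*, and was the 1 gene at that value. From the 29 genes with ratios between 2.4 and 2.6, 0.0145 genes would be expected there by accident. The coincidence was noticed by searching all genes for the value, so it cannot tell a mix-up from another origin of the paper's value.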
